# Wnt/β-catenin signaling is required for development of the exocrine pancreas

**DOI:** 10.1186/1471-213X-7-4

**Published:** 2007-01-12

**Authors:** James M Wells, Farzad Esni, Gregory P Boivin, Bruce J Aronow, William Stuart, Chelsea Combs, Angela Sklenka, Steven D Leach, Andrew M Lowy

## Abstract

**Background:**

β-catenin is an essential mediator of canonical Wnt signaling and a central component of the cadherin-catenin epithelial adhesion complex. Dysregulation of β-catenin expression has been described in pancreatic neoplasia. Newly published studies have suggested that β-catenin is critical for normal pancreatic development although these reports reached somewhat different conclusions. In addition, the molecular mechanisms by which loss of β-catenin affects pancreas development are not well understood. The goals of this study then were; 1] to further investigate the role of β-catenin in pancreatic development using a conditional knockout approach and 2] to identify possible mechanisms by which loss of β-catenin disrupts pancreatic development. A *Pdx1-cre *mouse line was used to delete a floxed *β-catenin *allele specifically in the developing pancreas, and embryonic pancreata were studied by immunohistochemistry and microarray analysis.

**Results:**

*Pdx1-cre *floxed *β-catenin *animals were viable but demonstrated small body size and shortened median survival. The pancreata from knockout mice were hypoplastic and histologically demonstrated a striking paucity of exocrine pancreas, acinar to duct metaplasia, but generally intact pancreatic islets containing all lineages of endocrine cells. In animals with extensive acinar hypoplasia, putative hepatocyte transdifferention was occasionally observed. Obvious and uniform pancreatic hypoplasia was observed by embryonic day E16.5. Transcriptional profiling of *Pdx1-cre *floxed *β-catenin *embryonic pancreata at E14.5, before there was a morphological phenotype, revealed significant decreases in the β-catenin target gene *N-myc*, and the basic HLH transcription factor *PTF1*, and an increase of several pancreatic zymogens compared to control animals. By E16.5, there was a dramatic loss of exocrine markers and an increase in *Hoxb4*, which is normally expressed anterior to the pancreas.

**Conclusion:**

We conclude that β-catenin expression is required for development of the exocrine pancreas, but is not required for development of the endocrine compartment. In contrast, β-catenin/Wnt signaling appears to be critical for proliferation of PTF1+ nascent acinar cells and may also function, in part, to maintain an undifferentiated state in exocrine/acinar cell precursors. Finally, β-catenin may be required to maintain positional identity of the pancreatic endoderm along the anterior-posterior axis. This data is consistent with the findings of frequent *β-catenin *mutations in carcinomas of acinar cell lineage seen in humans.

## Background

Over the past several years, key transcription factors and signaling pathways that mediate pancreatic development have become increasingly well-defined [1]. The canonical Wnt signaling pathway has been shown to play a critical role in the development of numerous tissues, and when inappropriately activated, it plays a central role in tumorigenesis [2-5]. Prior studies have suggested the importance of Wnt signaling in pancreatic development, as expression of *Wnt1 *under control of the *Pdx-1 *promoter was associated with murine pancreatic agenesis [6]. Another study demonstrated that numerous Wnt pathway genes are expressed during pancreatic organogenesis [7]. Recently published studies from two laboratories examined the effects of deleting β-catenin, the central mediator of canonical Wnt signaling, in the mouse pancreas and reported somewhat conflicting findings. One study suggested that β-catenin/Wnt signaling was essential for development of exocrine pancreas, but played no role in endocrine development, while the other concluded that the loss of β-catenin/Wnt signaling in the developing mouse resulted in transient pancreatitis, but ultimately found that exocrine pancreas eventually recovered [8,9]. Furthermore, this study found a decrease in islet cell numbers in β-catenin knockout mice suggesting a significant role for the Wnt pathway in endocrine lineage development. It is still not clear why these reports reached different conclusions, nor have the molecular pathways that act downstream of β-catenin in the pancreas been identified.

We have utilized similar transgenic methods to delete β-catenin expression from the developing mouse pancreas. In addition, we have examined the effects of blocking Wnt signaling in dorsal pancreatic explants using a specific biochemical inhibitor PKF118–310. Finally we comprehensively investigated the molecular consequences of deletion of β-catenin on embryonic pancreas development using transcriptional profiling. We analyzed embryonic pancreata at E14.5, before the pancreas was phenotypically affected, and at E16.5, when hypoplasia of the exocrine pancreas is evident. Our studies reveal that deletion of β-catenin during pancreatic development results in decreased body size of the knockout animals in association with severe pancreatic hypoplasia and shortened median survival. The hypoplastic pancreas is marked by striking absence of exocrine mass, with preservation of pancreatic islets. Pancreatic buds exposed to a Wnt inhibitor also demonstrate decreased expression of exocrine-specific genes, suggesting that the Wnt signaling function of β-catenin is responsible for the defect in exocrine development. Proliferation of exocrine cells is significantly reduced, suggesting that Wnt signaling promotes exocrine cell proliferation during development. Transcriptional profiling and quantitative RT-PCR of embryonic pancreata reveal significant down regulation of the transcription factor *PTF1 *as early as E12.5. Down regulation of the Wnt target gene *N-myc *and the *FGFR2 *gene was observed in knockout animals which correlates with the decreased proliferation of nascent exocrine cells and may be responsible for the observed phenotype [10]. Interestingly at E14.5, there is also a significant increase in the levels of the exocrine genes elastase, and amylase, suggesting that the absence of a Wnt signal may cause precocious differentiation of exocrine progenitor cells. Together, our findings strongly support a critical role for β-catenin in exocrine, but not endocrine development and suggest several Wnt-dependent putative regulators of exocrine cell proliferation and differentiation during normal pancreatic development.

## Methods

### Generation of genetically modified mice

Mice containing a floxed allele of *β-catenin *were a generous gift of the Birchmeier laboratory. The *β-catenin *allele in this animal contains LoxP sites in the second and sixth intron as described [11]. To obtain conditional deletion of β-catenin within the pancreas, we utilized a *Pdx1-cre *transgenic strain, developed in our laboratory, and previously reported to mediate efficient recombination in the developing mouse pancreas by E10.5 [12]. Mice were genotyped using PCR on digests of ear clippings. To identify *Cre*, the following primers were used to amplify a 475-bp product: forward 5'-AGATGTTCGCGATTATCTTC-3'; reverse 5'-AGCTACACCAGAGACGG-3'.

The PCR conditions were 94°C for 3 min, then 30 cycles at 94°C for 30 s, 58°C for 45 s, and 72°C for 45 s, followed by 72°C for 5 min. To identify β-catenin lox animals, the following primers amplify a 150-bp product for wild-type, and a 200-bp product for lox mice: forward 5'-ACTGCCTTTGTTCTCTTCCCTTCTG-3'; reverse 5'-CAGCCAAGGAGAGCAGGTGAGG-3' [11]. The PCR conditions were 94°C for 3 min, then 30 cycles at 94°C for 30 s, 63°C for 45 s, and 72°C for 45 s, followed by 72°C for 5 min. The addition of a final concentration of 1.2 M betaine [Sigma-Aldrich, St. Louis, MO] enhanced the reaction. Timed pregnancies were determined by estimating that the detection of vaginal plugs occurred on E 0.5.

### Tissue processing

Mice were euthanized using isoflurane. Pancreata were dissected and placed in PBS, fixed in formalin followed by processed in paraffin wax and sectioned at 4 μm. For frozen sections, tissues were fixed for 2 hours at 4°C in 4% paraformaldehyde, washed in cold PBS and placed overnight in 30% sucrose [w/v] in PBS, prior to embedding and freezing in OCT.

### Immunostaining

Dewaxed sections were subjected to antigen unmasking with Citrate solution pH 6. [Invitrogen Inc., Carlsbad, CA]. Slides were incubated in 0.3% hydrogen peroxide/methanol and then blocked with Beat Block, from HistoMouse max kit [Invitrogen Inc.] Primary antibody Anti-Active-β-Catenin [anti-ABC] clone 8E7 [Upstate, Charlottesville, VA] at 1:100 was applied O/N, 4°C. Secondary antibody, chromagen and counterstain were provided and the manufacturer's protocol was used. Primary antibodies to albumin [Abcam Inc., Cambridge, MA] and amylase [Sigma-Aldrich, St. Louis, MO] were incubated with slides at 1:3000 and 1:500, respectively, 1 hr R/T after citrate epitope retrieval, avidin and biotin blocking [Invitrogen Inc.]. Nonspecific binding was blocked with appropriate serum incubations for 30 minutes. Biotin conjugated secondary antibodies [Invitrogen, Inc.] were applied 30 minutes R/T followed by incubation with HRP Streptavidin 15 minutes and visualized with DAB [3, 3-diaminobenzidine, Dako, Carpinteria, CA]. They were counterstained with Mayer hematoxylin. Apoptotic cells were detected by flourescein in situ tunnel method, TACS TdT kit [R&D Systems, Minneapolis, MN]. Proteinase K was used for epitope retrieval and all steps were performed according to manufacturer's protocol.

### Immunofluorescent staining

For immunolabeling, tissues were sectioned and fixed in 4% PFA for 15 minutes at room temperature, washed in PBS and stained as previously described [Esni et al., 2001]. The following antibodies were used at the indicated dilutions; rat monoclonal anti-E-cadherin [Zymed Laboratories, 1:200], goat polyclonal anti-amylase [Santa Cruz Biotechnology, 1:500], goat polyclonal anti-β-catenin [Santa Cruz Biotechnology, 1:100], guinea pig polyclonal anti-insulin [Linco Research, 1:1000], rabbit polyclonal anti-Pdx1 [CHEMICON International, 1:250] rabbit polyclonal anti-PTF1a-p48 [gift from Dr. Helena Edlund, 1:1000], rabbit anti-phosphohistone H3 [Upstate 65–570, 1:200]. The following reagents were purchased from Jackson ImmunoResearch Laboratories: Biotin-conjugated anti-goat, anti-guinea pig [1:250, 1:500], Cy3-conjugated anti-rabbit [1:300], Cy2-conjugated anti-rat [1:300], and Cy2-, Cy3-, C5-conjugated streptavidin [1:300, 1:1000, 1:100].

### Explant culture of embryonic pancreas

Isolation and culture of pancreatic rudiments were carried out essentially as previously described [13]. Intact E10.5 dorsal pancreatic buds were dissected and cultured on Millipore^® ^filters for 7 days in culture medium [BioWhittaker Medium 199, 10% fetal calf serum, 50 U/ml penicillin G-streptomycin, 1.25 ug/ml Fungizone^®^] in the presence or absence of 20 nM Wnt-pathway inhibitor compound PKF118–310 [ref]. Culture medium was changed every day and by the end of the culture period, explants were either embedded in OCT and frozen in liquid nitrogen for immunostaining analysis or put in TRIzol^® ^Reagent for total RNA extraction.

### RNA isolation and microarray hybridization

Pancreata were dissected from 12.5, 14.5 and 16.5 day embryos taken from timed matings of *Pdx1-cre *floxed *β-catenin *mice and immediately submerged in RNA*later *[Ambion, Inc., Austin, TX]. Total RNA was purified using RNeasy columns [Qiagen, Valencia, CA] according to the manufacturer's directions and quality was assessed using an Agilent 2100 Bioanalyzer [Agilent Technologies, Inc., Palo Alto, CA]. 120 ng of total RNA from 2 wild type [WT] and 4 *β-catenin *knock-out [KO] pancreata at the 14.5 and 16.5 time points was amplified twice with the Arcturus RiboAmp kit [Arcturus Bioscience, Inc., Mountain View, CA] and cRNA was labeled with biotin-UTP, CTP using T7 RNA polymerase [Enzo Life Sciences, Inc., Farmingdale, NY]. Biotinylated cRNA from each embryonic pancreas was purified with RNeasy columns and hybridized to an Affymetrix GeneChip mouse genome 430 v2.0 array and stained using standard procedures [Affymetrix, Santa Clara, CA]. The 430 v2.0 array contains 45,000 probe sets representing over 34,000 mouse genes.

### Bioinformatics

We sought to identify genes whose expression was lost or gained as a result of loss of β-catenin gene expression. To do this, microarrays were generated from RNAs isolated from independent wildtype and knockout embryos as previously described. Affymetrix MOE430plus2 microarray Cel files generated from GCOS 5.0 were subjected to RMA normalization as implemented in GeneSpring 7.1. All E14.5 genechip RMA values were converted to the ratio relative the average of the corresponding day wildtype values. In this fashion one does not see the effect of increased or decreased expression in WT E16.5 relative to WT E14.5. Probe sets were first filtered for those that are overexpressed or underexpressed in knockout animals at E14.5 [486 probesets; initial criteria over 1.25 in 3 of 4 samples or under 0.66 in 3], and the same for E16.5 [513 probesets, initial criteria over 1.33 in 4 or under 0.5 in 4]. These two lists were combined [967] and then subjected to statistical analysis differentially expression in knockouts with p < 0.05 using the Students T-test assumption of equal distribution and Benjamini-Hochberg false discovery corrected p-values. This procedure generated a list of 770 probe sets. Log2 gene expression ratios were then subjected to hierachical clustering using the standard correlation distance metric as implemented in GeneSpring. Individual clusters were then analyzed for functional relatedness of genes within the cluster using David 2.0.

### Quantitative RT-PCR

For quantitative RT-PCR, total RNA was purified and characterized as described above. 500 to 1000 ng of RNA was converted to cDNA using random hexamers and Superscript III [Invitrogen, Carlsbad, CA]. Amplification was carried out with an ABI 7300 real time PCR system [Applied Biosystems, Foster City, CA] using SYBR green and the standard protocol. The reference gene was β-glucuronidase for all genes except Ptf1, for which Gapdh was used. Data was normalized using the delta-delta-Ct method. Whenever possible, primers were designed to span an intronic sequence and were validated by PCR and gel analysis.

Primer sequences were as follows:

β-glucuronidase

5'-TTGAGAACTGGTATAAGACGCATCAG-3' forward

5'-TCTGGTACTCCTCACTGAACATGC-3' reverse

Gapdh

5'-AATGGTGAAGGTCGGTGTG-3' forward

5' GAAGATGGTGATGGGCTTCC 3' reverse

Amylase

5'-GGTTCTCCCAAGGAAGCAG-3' forward

5'-TGTCACACGGCCATTTCC-3' reverse

Elastase

5'-CATCCAGACAGCTTGCCTC-3' forward

5'-CTCAGGGTGTCAGGACTGTTC-3' reverse

Fgfr2

5'-AAGCAGGAGCATCGCATTGG-3' forward

5'-TGACGGGACCACACTTTCCATA-3' reverse

N-myc

5'-CTCAAGTCAGTGCAGGCGAG-3' forward

5'-CCACCGTTACGACATCAATCTC-3' reverse

Ptf1

5'-CAGGCCCAGAAGGTTATCATCTG-3' forward

5'-AGGAAAGAGAGTGCCCTGCAAG-3' reverse

## Results

### β-catenin knockout results in small body size, severe pancreatic hypoplasia and early lethality

We achieved pancreas-specific deletion of β-catenin by breeding a *Pdx1-cre *strain developed in our laboratory with a strain containing a floxed *β-catenin *allele in the second and sixth intron [11,12]. *Pdx1-cre *mice heterozygous for the floxed *β-catenin *allele displayed no apparent abnormalities in either the embryonic or adult pancreas. Mice with conditional knockout of both *β-catenin *alleles in the pancreas [*Pdx1-cre *floxed *β-catenin*] were viable, but demonstrated small body size at birth that persisted into adulthood. For simplicity, these animals are referred to as β-catenin KO in the remainder of the text. β-catenin KO mice showed no obvious defects in their ability to nurse or wean, but had a significantly shortened lifespan, with a median survival of 29 days [Figure 1A–B]. Several mice did survive to greater than 6 months. Necropsy revealed no gross defects in development of the stomach, duodenum, colon, spleen or other organs. The pancreata, however, were severely hypoplastic, averaging 30% of the weight of pancreata from wildtype littermates [Figure 1C]. Although the cause of death is not known, we have determined that it is not due to defects in endocrine pancreas function [discussed below].

**Figure 1:**
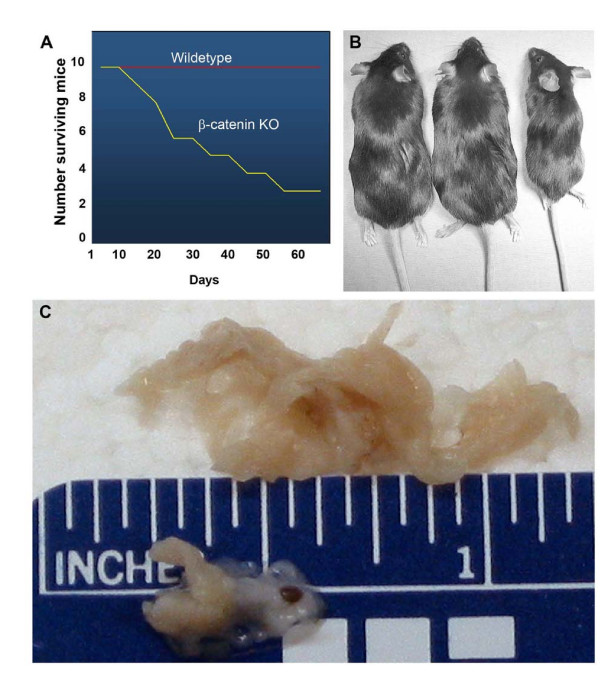
**Pancreas-specific deletion of β-catenin results in shortened lifespan and a hypoplastic gland**. β-catenin KO mice have a median survival of 29 days [A], reduced body size [B] and the pancreas averages 30% of the weight of a wildtype organ [C].

### β-catenin knockout results in loss of exocrine pancreatic tissue

To determine the effects of β-catenin deletion on pancreatic morphology, we examined pancreata by standard H&E staining. At birth, pancreatic tissues from the conditional β-catenin knockout mice had were characterized by a striking paucity of acinar cell mass, numerous tubular structures suggesting acinar to duct metaplasia. In addition, we observed increased parenchymal fibrosis, and a variable degree of surrounding inflammatory infiltrate, which became more severe by one month of age [Figure 2A–F]. The phenotype progressed with age as the pancreata from mice surviving longer than 2 months often demonstrated near complete absence of acinar cell structures [Figure 2G–H]. The inflammatory infiltrate associated with the intralobular fibrosis was reminiscent of acute on chronic pancreatitis. In four animals of 23 (17%) examined that survived beyond three months, the pancreatic harvested at necropsy had a liver-like histology on H&E, suggesting the possibility of hepatic transdifferentiation. Immunostaining of these tissues was positive for albumin demonstrating that a liver-like differentiation program may be activated in these tissues [Figure 2I–K].

**Figure 2:**
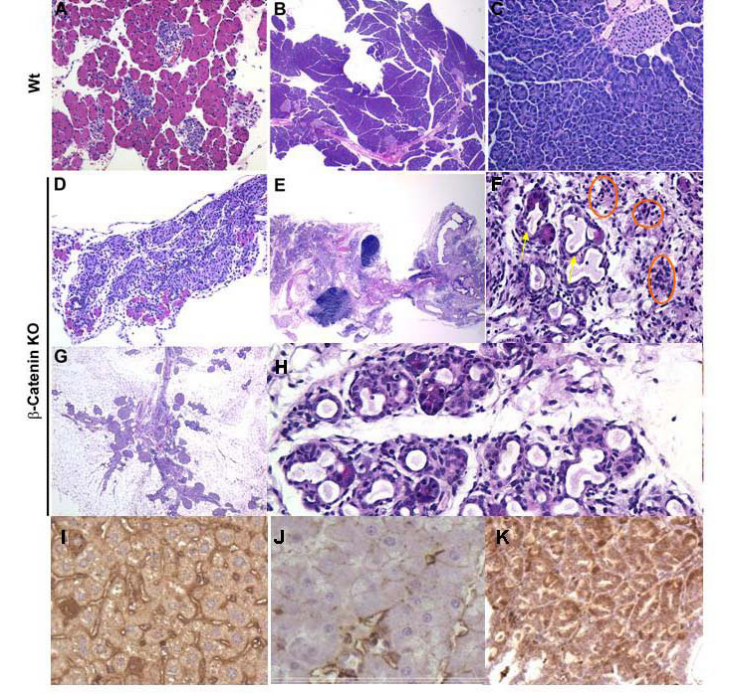
**β-catenin KO pancreata display extensive loss of exocrine tissue**. Hematoxylin and eosin stained paraffin sections were used to compare the histology of wildtype versus β-catenin KO pancreata at one day, one month and two months of age. Compared to one day old wildtype pancreas [A], the absence of acini is readily apparent at low power [D]. At two months of age, compared to wildtype [B, C] the β-catenin KO pancreas is hypoplastic with increased areas of interlobular fibrosis [E]. Under 20× magnification, increased formation of tubular duct-like structures are present suggesting acinar to duct metaplasia (arrows) and inflammatory infiltrate (circled) are evident [F and H]. By two months, low power views demonstrate extensive fibrosis and near complete absence of exocrine pancreatic tissue, likely accounting for the shortened lifespan seen in these animals [E and G]. In several mice aged beyond three months, areas of pancreatic parenchyma histologically resemble liver. Immunostaining for albumin is absent in wildtype pancreas  [J], but abundant in normal liver [I] and in β-catenin KO pancreata [K].

### Pancreatic islets cells are preserved in the β-catenin knockout

Pancreatic islet cell number was quantitated in wildtype and β-catenin KO mice by counting islets in serial pancreatic sections from newborn mice. We found no significant difference in islet cell numbers suggesting endocrine development is preserved in the β-catenin KO mouse [data not shown]. Endocrine cells were further characterized by immunostaining for insulin and glucagon. These studies revealed that despite the absence of β-catenin expression, insulin and glucagon cells were present and normally distributed within the islets [Fig 3A–F]. Three separate fasting glucose levels were obtained from 6 one month-old β-catenin KO mice. All mice were found to be euglycemic [data not shown]. This constellation of findings suggest that no significant defect in endocrine development following deletion of β-catenin from the developing mouse pancreas.

**Figure 3:**
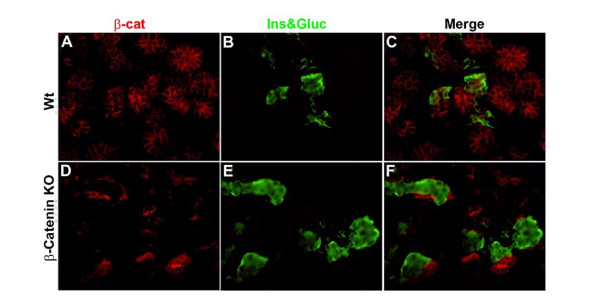
**Endocrine cells are preserved in the absence of β-catenin**. Immunofluorescent staining of E15.5 comparing wildtype [A-C] and β-catenin KO [D-F] demonstrates preservation of insulin and glucagon expressing cells in the β-catenin KO [CKO].

### β-catenin function is required prior to E16.5 in pancreatic development

We next analyzed pancreata from β-catenin KO mice beginning at ED 12.5 to determine when pancreatic development was perturbed. We noted no obvious difference in the size of pancreata until E16.5, at which point loss of β-catenin results in an obvious and consistent decrease in pancreatic mass, corresponding to a decrease in the number of recognizable nascent acini [Figure 4A–B].

**Figure 4:**
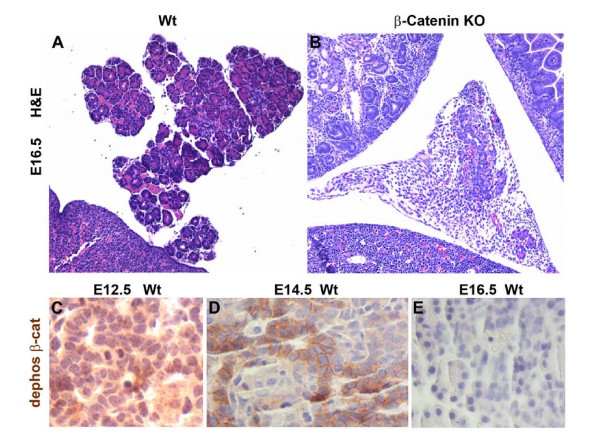
**β-catenin KO pancreas is hypoplastic by E16.5**. Panels A and B depict hematoxylin and eosin staining of E 16.5 wildtype and β-catenin KO pancreas, respectively, each at 25× magnification. Hypoplasia of the developing pancreas is already apparent and was consistently present by this stage. Panels C, D, and E demonstrate wild-type pancreata at E 12.5, 14.5 and 16.5, respectively, stained with an antibody specific for the transcriptionally active, dephosphorylated form of β-catenin. Note that staining is abundant at ED12.5, but is undetectable following the secondary transition at E16.5.

This finding led us to hypothesize that in normal pancreatic development, the presence of Wnt signaling would be critical prior to E16.5. To explore this idea, we examined embryonic pancreas for expression of the dephosphorylated, active form of β-catenin using a phospho-specific antibody. We detected activated β-catenin protein expression at E12.5 that remained at E14.5 but then rapidly disappeared by E16.5 Figure [4C–E]. Dephosphorylated β-catenin protein expression was primarily membranous and cytoplasmic but rarely nuclear, a finding also reported by Murtaugh et al. [8]. This data suggest that Wnt signaling is active in developing pancreas prior to the secondary transition and that exocrine development likely requires Wnt activity until E16.5, but not later as transcriptionally active dephosphorylated β-catenin is undetectable thereafter.

### Preserved acini express β-catenin

Given that the β-catenin KO was based on conditional activation of the cre recombinase expressed from a transgenic allele, it is likely that cre expression was mosaic. While the majority of the acinar pancreas was absent, it was striking that there were clusters of normal appearing acini. Therefore, we hypothesized that the presence of preserved acini would correspond to the presence of β-catenin expression. This proved to be the case as essentially all acini were found to express β-catenin. Co-staining for β-catenin/carboxypeptidase A in E 12.5 pancreata [Figure 5A] revealed that pancreatic enzyme expression is present only in cells co-expressing β-catenin. It was extremely rare (<1% of acini) to identify expression of pancreatic acini in the absence of β-catenin expression strongly suggesting the requirement o β-catenin expression for proper exocrine development.

**Figure 5:**
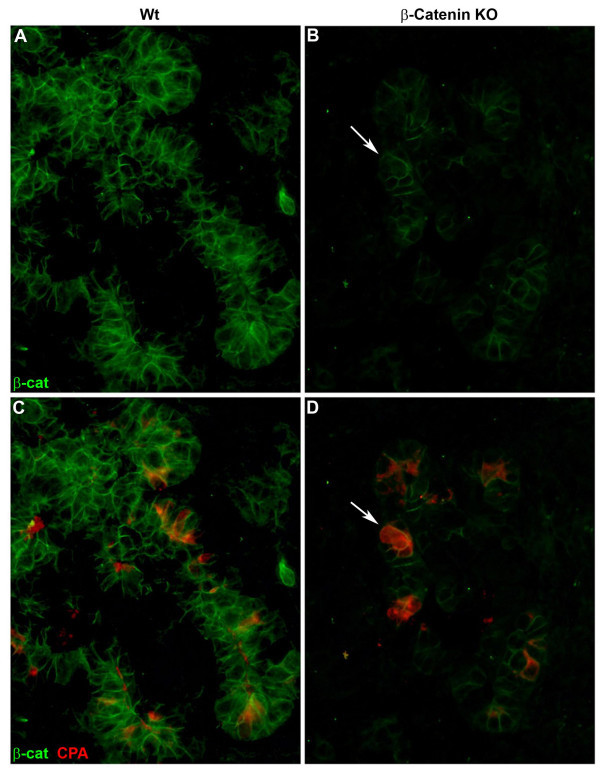
**Nascent acini in the β-catenin KO mouse expressβ-catenin**. Immunofluorescent staining of E12.5 pancreata demonstrating decreased expression of β-catenin carboxypeptidase A and amylase in the β-catenin KO [CKO] as compared to wildtype. Note that cells expressing carboxypeptidase A co-express β-catenin [arrows].

### Pancreatic progenitor cells expressing Pdx1 are maintained in the β-catenin KO pancreas

We next sought to evaluate whether deletion of β-catenin influenced the development of pancreatic progenitors expressing Pdx1. In other genetically modified mice, pancreatic hypoplasia has been associated with a reduction in the Pdx1-expressing progenitor cells [14]. We analyzed pancreata at E12.5 and found no difference in the number of cells expressing Pdx1 in the β-catenin KO versus the wildtype [Figure 6A]. Next, we evaluated the expression of PTF1A-p48, whose expression become restricted to exocrine cells at approximately E12.5. As early as E14.5, β-catenin KO pancreata displayed reduced expression of PTF1 protein [Figure 6B]. This data demonstrates that the defect in exocrine pancreatic development observed in the β-catenin KO is not a result of depletion of Pdx1 expressing progenitors. Instead, a population of cells marked by high PTF1A-p48 expression is severely reduced in the β-catenin KO mouse.

**Figure 6:**
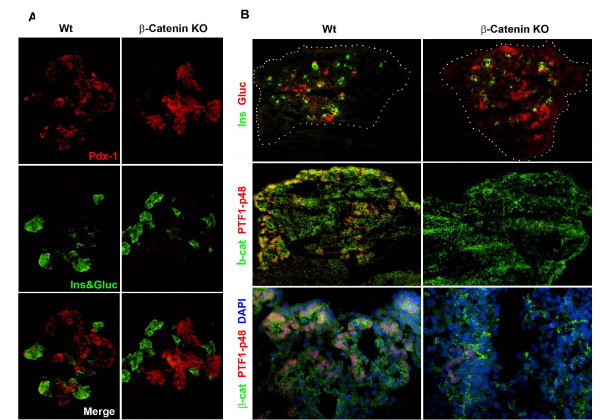
**Pdx1 expressing progenitors are preserved in β-catenin KO pancreas**. Panel A demonstrates immunofluorescent staining of E 12.5 pancreas from wildtype and β-catenin KO [CKO] revealing preservation of the Pdx1 expressing cell population. This suggests that the loss of exocrine pancreas seen later is not due to a loss of Pdx1 expressing progenitors. Panel B depicts E14.5 pancreas from wildtype and β-catenin KO stained for PTF1p48. Note the significant reduction in PTF1 expressing cells is already obvious at this developmental stage.

### Proliferation rate, not apoptosis distinguishes β-catenin KO pancreata from wildtype

In order to determine if the loss of acinar cells in the β-catenin knockout was related to a decrease in proliferation of β-catenin-deficient cells, we performed immunostaining of β-catenin KO and wildtype pancreata at ED 14.5 using an antiphosphohistone H3 antibody [Figure 7]. These studies revealed a significantly decreased proliferation rate in the β-catenin KO versus wildtype [28.2% vs. 48.6% p < 0.05, t-test]. We also evaluated for the presence of apoptosis within the β-catenin KO animals using a TUNEL assay, but did not find any significant differences between wildtype and knockout animals [data not shown]. These findings suggest that β-catenin expression is required for proliferation, rather than apoptotic resistance of exocrine progenitors.

**Figure 7:**
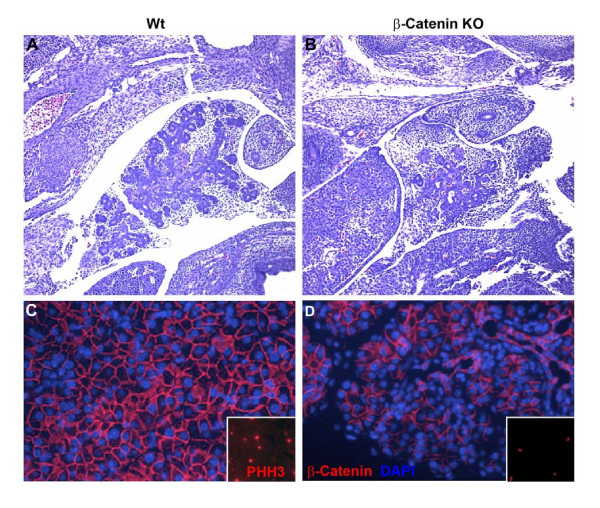
**Cell proliferation is decreased in β-catenin KO pancreas**. Panel A and B depict hematoxylin and eosin staining [25× magnification] of E 14.5 pancreata from wildtype and β-catenin KO mice. Panels C and D demonstrate costaining for β-catenin and DAPI. Insets reveal characteristic fields immunostained for phosphohistone H3, demonstrating significantly fewer proliferating cells in the β-catenin KO pancreas.

### Wnt inhibitors result in decreased amylase expression in dorsal pancreatic explants

Thus far, we have demonstrated that deletion of β-catenin is associated with a defect in exocrine development, possibly related to decreased proliferation of exocrine progenitors. It is probable that such a defect relates to a decrease in the Wnt signaling function of β-catenin, given the temporal expression of dephosphorylated β-catenin at this stage in the developing pancreas. However, β-catenin also functions in the E-cadherin-catenin cell adhesion complex and it is therefore possible that part of the phenotype we have observed is related to this function of β-catenin [15]. To investigate this possibility, we cultured explants from E10.5 dorsal pancreatic buds for 7 days in the presence of a specific inhibitor of β-catenin/Tcf transcription, PKF118–310 [16]. Typically, E10.5 dorsal pancreatic explant cultures robustly express exocrine markers after 7 days in culture [13]. In contrast, inhibition of Wnt signaling in dorsal bud explants results in a significant decrease in expression of amylase, similar to the findings observed in vivo [Figure 8]. When the inhibitor was applied after 3 days, no significant effect was observed, suggesting that the importance of Wnt signaling in this system is restricted to the first 3 days in culture. These data provide additional evidence that the Wnt signaling function of β-catenin is required to regulate exocrine cell proliferation and differentiation in the fetal pancreas. The persistence of PTF1 protein expression in vitro may reflect onset of its expression prior to inhibitor addition. Alternatively, loss of PTF1 expression that we observed in vivo may be regulated by a Wnt independent function of β-catenin. Finally, these experiments do not rule out a role for β-catenin in cell adhesion in vivo at later stages of development or in the adult.

**Figure 8:**
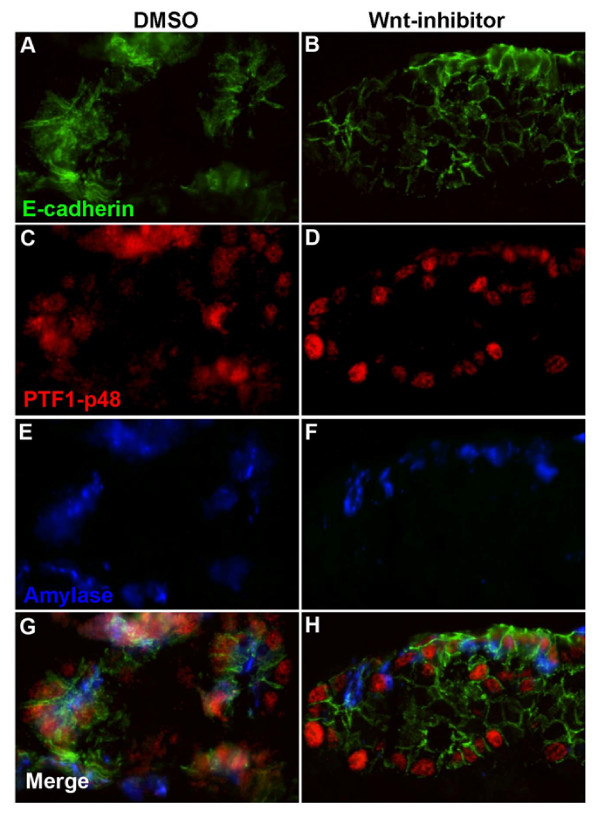
**Wnt signaling regulates exocrine-specific gene expression in cultured pancreatic explants**. Immunostaining of e10.5 dorsal pancreatic explants exposed to the Wnt specific inhibitor, PKF 118–310 [20 nM]. Explants were established and then exposed to PKF 118–310 for 7 days. Treatment resulted in decreased expression of amylase, even among PTF1-expressing cells.

### Transcriptional profiling reveals significant changes in gene expression following deletion of β-catenin

Although β-catenin has been shown to be necessary for proper pancreas development, the molecular pathways that are perturbed downstream of β-catenin are largely unidentified. Targets of β-catenin/Tcf transcription have been demonstrated to be tissue specific [17,18]. Given our findings that β-catenin KO inhibits exocrine pancreatic development, we sought to identify targets of β-catenin/Tcf transcription that are changed in association with the β-catenin KO. We chose to assay the whole pancreas transcriptome at two timepoints, E14.5 and E16.5. These stages were chosen for two reasons, first there is a marked change in β-catenin expression around the secondary transition; expression of dephospho-β-catenin is high at E14.5 and it is absent at E16.5. Second, there is no morphological phenotype at E14.5 whereas at E16.5 there is significant exocrine hypopalsia. 

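The pancreata of 12 mouse embryos were compared, each on its own Affymetrix MOE430 2.0 array: 2 wildtype and 4 β-catenin KO at E14.5, and 2 wildtype and 4 KO at E16.5. The authors deposited each probe set's signal as a ratio to the mean of the 2 wildtype arrays of the same day, so a ratio of 1 is the wildtype mean and neither the abundance of a transcript nor its course from E14.5 to E16.5 can be read from the values. KO and wildtype were compared on log2 ratios with limma, with p values adjusted over all 45037 probe sets. Each ratio below is the mean of the 4 KO pancreata on 1 probe set, as a rule the one chosen for the gene without regard to its change. For some genes, such as Fgfr2, Hoxb4, Hhip and Acvr1c, the first ratio given is from another probe set. Further probe sets are given for some genes only. Counts within a group of genes rest on the 1 probe set chosen per gene. Groups of genes were compared with camera, which sets the genes of a list against all others, assuming a correlation of 0.01 between genes or estimating it. With 2 wildtype pancreata per day, the variance rests on few animals.
The E16.5 KO pancreata stood apart from the other 8 along the first principal component, which held 41.9% of the variance, with scores of 17.7 to 69.2 against -35.0 to -11.6. Ctnnb1, the gene that encodes β-catenin, has 3 probe sets, whose place in the transcript relative to the deleted exons was not established. The first was at 0.905 ± 0.0458 (SD, n = 4) at E14.5 and 0.961 ± 0.0796 at E16.5, the second at 1.21 ± 0.102 and 0.678 ± 0.0211, and the third at 0.841 ± 0.133 and 0.759 ± 0.164. None of these passed (limma adjusted p = 0.152 to 0.920).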

We harvested the embryonic pancreas from two wildtype, and four β-catenin KO mice at E14.5 and E16.5, and extracted total RNA for studies using Affymetrix GeneChips and quantitative RT-PCR [QPCR]. Analysis of the transcriptional profiles demonstrated significance differences between wildtype and β-catenin KO pancreata at each timepoint [Figure 9A, Table 1]. 

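For each of 4 named genes 1 probe set fell in the KO at E14.5, and the same probe set fell again at E16.5. Ap1s3, which encodes a small subunit of a clathrin adaptor complex, was at 0.190 ± 0.0791 (SD, n = 4) at E14.5 (limma adjusted p = 0.0497). Lars2, the mitochondrial leucyl-tRNA synthetase, was at 0.372 ± 0.0340 (SD, n = 4) (limma adjusted p = 0.00143) on 1 of its 3 probe sets, and 2010315B03Rik was at 0.468 ± 0.0235 (SD, n = 4) (limma adjusted p = 0.010). The other 2 Lars2 probe sets had log2 fold changes of 0.06 and 0.27 at E14.5. Lztfl1 was the fourth gene. With a trended and robust variance in limma 0 of these 4 passed (3090 probe sets at an unadjusted p under 0.05 without it). Without KO_615B 2 of the 4 passed, and 3 did after median centring or without KO_541J or KO_591C. Without WT_522B the calls of Ap1s3, Lars2 and 2010315B03Rik ended, after quantile normalization those of Lars2 and 2010315B03Rik, and with E14.5 fitted on its own 6 arrays those of Ap1s3 and 2010315B03Rik. Lars2, 2010315B03Rik and Lztfl1 lie among the 53 measured genes between Ctnnb1 and the end of chromosome 9 in the gene order of assembly GRCm38.p6. A further probe set, with no gene name, rose at E14.5 (log2 fold change 3.42, standard error 0.44, limma adjusted p = 0.0497) and had a log2 fold change of -1.06 at E16.5. The highest-ranked named gene among those with higher values at E14.5 was Slc16a14, a solute carrier, at 1.79 ± 0.176 (SD, n = 4), and Gip, an incretin hormone, was at 2.90 ± 0.876 (limma adjusted p = 0.0838 and 0.102).
At E16.5 the secreted and secretory-pathway proteins of the exocrine pancreas were among the deepest falls. Klk1, a kallikrein, was at 0.0430 ± 0.0161 (SD, n = 4) on 1 of 4 probe sets, 2 of which fell, Tmed11, a protein of vesicle transport, at 0.0413 ± 0.0329, and Cuzd1, a zymogen granule protein, at 0.0730 ± 0.0156 (limma adjusted p = 1.69e-05, 0.00325 and 0.00336). Cxcl13, a chemokine that attracts B cells, rose to 5.08 ± 1.48 (SD, n = 4) (limma adjusted p = 0.0225). Nefl, the neurofilament light chain, was at 10.2 ± 9.02 (limma adjusted p = 0.0488), a call that ended in most of the alternatives tried.
In all, 1 probe set rose and 4 fell at E14.5, and 361 rose and 821 fell at E16.5 at a limma adjusted p under 0.05, the latter for 888 named genes. At an unadjusted p under 0.05 there were 3090 at E14.5 (1054 higher, 2036 lower) and 7495 at E16.5 (3821 higher, 3674 lower), where chance gives 2252. All 4 KO pancreata lay beyond both wildtype pancreata in 16.2% of probe sets at E14.5 and 25.6% at E16.5, where chance gives 13.3%. After quantile normalization 3 rose and 6 fell at E14.5, and 10 rose and 61 fell at E16.5. Leaving out 1 pancreas at a time gave 1 probe set (without WT_522B) to 19 (without KO_615A) at E14.5 and 404 (without KO_541J) to 2862 (without KO_591D, 1572 higher and 1290 lower) at E16.5, so the larger number of falls at E16.5 does not hold in each of these counts.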

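The 4 KO pancreata of E14.5 differed in some acinar transcripts. The median log2 ratio of the 27 acinar genes was 0.004 in KO_540C, 0.12 in KO_540G, 0.30 in KO_615A and -0.16 in KO_615B. Ptf1a, a transcription factor of acinar cells, was at 1.48 in pancreas KO_615A and at 0.263, 0.269 and 0.149 in KO_540C, KO_540G and KO_615B. Pnliprp2, a pancreatic lipase relative, was at 1.48 in KO_615A and at 0.361 to 0.434 in the other 3. Among 232 groups of KO values examined at the 2 days, 1 KO stood apart in 11, where chance gives 11.6. Pancreas KO_540G had the widest spread of log2 ratios at E14.5, with an interquartile range of 0.41 against 0.20 to 0.28 in the other 3 KO and 0.11 in both wildtype. Over all probe sets the median SD of the KO log2 ratios was 0.17 at E14.5 and 0.14 at E16.5 (n = 4 each), and the SD was larger at E14.5 for 60.8% of probe sets. The 2 wildtype pancreata went the other way, with a median difference of 0.11 at E14.5 and 0.15 at E16.5, larger at E14.5 for 40.1% of probe sets. WT_522B and WT_522C share a number in their names, and WT_622A and WT_628G do not. What that number marks is not stated, so the 2 wildtype differences may not be alike. The ratio of the KO SD at E14.5 to that at E16.5 was 1.23, 0.869 without KO_540G and 1.66 without KO_591D. No test was made of it, since probe sets are not independent replicates.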

There was more variability in the E14.5 sample, possibly due variability in harvesting these smaller pancreata or due to stage variation as the developmental range of an E14.5 embryo is significant. Also, this is when the secondary transition is occurring and one might normally expect to see many gene expression changes at this stage of pancreatic development. As a result, we used less stringent initial criteria for filtering transcripts that might be regulated by β-catenin [see Methods]. Clustering revealed very good consistency, and in all, 770 probe sets that mapped to 645 non-redundant genes were identified as differentially expressed between wildtype and either or both of these time points. 

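Probe sets that differed at E16.5 leaned the same way at E14.5 more often than not. The share was not tested, since probe sets are not independent replicates. Of the 1182 probe sets changed at E16.5, 695 (58.8%) had a log2 fold change of the same sign at E14.5: 452 of those that fell and 243 of those that rose. Niban1, a stress-response gene that is not among these 1182, was at 0.349 ± 0.172 (SD, n = 4) at E14.5 and 0.389 ± 0.199 at E16.5 (limma adjusted p = 0.556 and 0.127). Over all probe sets the log2 fold changes of the 2 days correlated at r = 0.25.
On the fold-change criteria of the methods, 1611 probe sets qualified at E14.5 (1135 over, 476 under), 747 at E16.5 (485 over, 262 under), 2179 at either and 179 at both. Leaving out 1 KO pancreas of the day gave 2117 (without KO_615B) to 4643 (without KO_615A) at E14.5. At E16.5 it gave 796 (without KO_541L) to 2377 (without KO_591D). With a KO left out the criteria asked for 1 array fewer, so these counts could only rise and do not measure stability. Of the 2179, 157 for 113 named genes passed the methods' t-test within a day after Benjamini-Hochberg correction, and 1118 for 889 named genes passed it without that correction. With the E16.5 limits of 1.33 and 0.5 in all 4 KO arrays set at both days, 942 qualified at either day and 267 passed. Leaving out 1 pancreas at a time gave 11 (without KO_541J) to 332 (without WT_622A) probe sets passing.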

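Among the genes with lower values in the KO at E14.5, Phgdh, the first enzyme of serine synthesis, was at 0.767 ± 0.147 (SD, n = 4) on 1 probe set and 0.112 ± 0.0962 on another, and Col9a1, a collagen of cartilage, was at 0.328 ± 0.134 (limma adjusted p = 0.778, 0.405 and 0.338), with its other probe set at 0.967 ± 0.168. Among those with higher values, the neuropeptide gene Npy was at 5.83 ± 2.85 and G6pc2, an islet glucose-6-phosphatase, at 4.20 ± 1.94 (limma adjusted p = 0.227 and 0.526). At E16.5 Gnmt, a methyltransferase of glycine metabolism, fell to 0.132 ± 0.0648 (SD, n = 4), the water channel Aqp8 to 0.130 ± 0.0992 and Insig1, a regulator of sterol synthesis, to 0.167 ± 0.0792 (limma adjusted p = 0.00408, 0.0194 and 0.0132). Klhl4, a kelch-repeat gene, rose to 3.21 ± 1.02 (limma adjusted p = 0.0385), a call that ended in 13 of the alternatives tried, and its other probe set was at 0.833 ± 0.0418 (limma adjusted p = 0.234).
Genes of the secretory pathway fell with the enzymes at E16.5. Herpud1, which acts in degradation at the endoplasmic reticulum, was at 0.255 ± 0.0993 (SD, n = 4), Sdf2l1 at 0.349 ± 0.112 and Sel1l, an adaptor of the same degradation, at 0.327 ± 0.116 (limma adjusted p = 0.00543, 0.00620 and 0.00620). All 20 measured genes of secretory load and folding were lower, 3 past the limit over all probe sets and 11 when adjusted over the list alone (median log2 fold change -0.60, camera adjusted p = 3.58e-13; adjusted p = 0.304 with an estimated correlation). Slc7a5, a transporter of large neutral amino acids, fell to 0.403 ± 0.0705 and Cth, which makes cysteine, to 0.264 ± 0.114 (limma adjusted p = 0.00335 and 0.0291). Of 21 measured genes of serine and amino acid metabolism 16 were lower, 3 past the limit and 9 when adjusted over the list alone (median -0.50, camera adjusted p = 2.42e-06; adjusted p = 0.304 with an estimated correlation). The duct genes Anxa13 and Muc1, a membrane-binding protein and an apical mucin, fell to 0.147 ± 0.0692 and 0.310 ± 0.116 (limma adjusted p = 0.00453 and 0.0269). Of 14 measured duct genes 11 were lower, 2 past the limit and 6 when adjusted over the list alone (median -0.48, camera adjusted p = 8.72e-04; adjusted p = 0.370 with an estimated correlation). The falls of Gnmt, Aqp8, Insig1 and Anxa13 did not pass when E16.5 was fitted on its own 6 arrays.

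**Figure D1:**
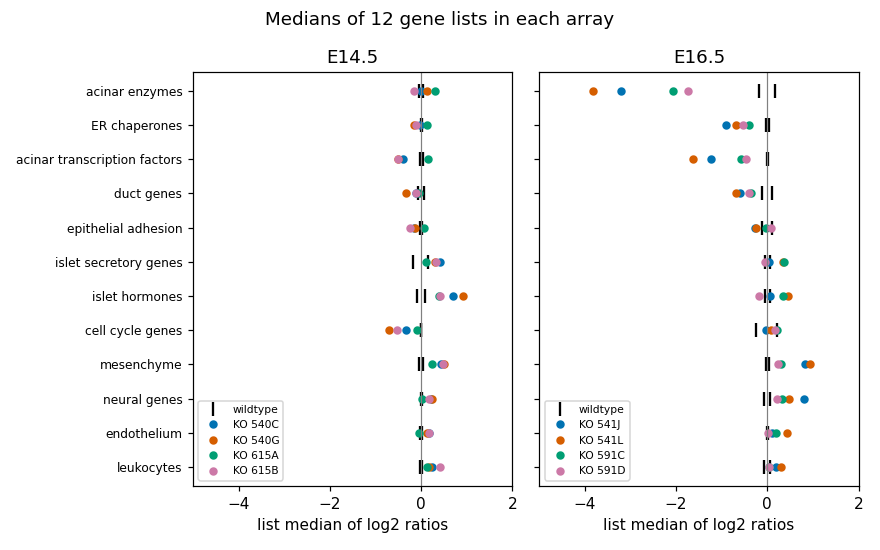
Median log2 ratio of each gene list in single pancreata, 1 point per pancreas, with wildtype and β-catenin KO marked apart at E14.5 and E16.5. The secretory-load list has a median log2 fold change of -0.60 at E16.5.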

The most differentially expressed genes at each time point are summarized in Tables 1, 2, 3, 4. GeneChip and QPCR were congruent with our immunostaining findings as *Pdx1 *transcript levels did not differ between wildtype and β-catenin KO. 

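Pdx1, the transcription factor of the early pancreatic epithelium and of beta cells, was at 1.27 ± 0.319 (SD, n = 4) at E14.5 and 0.769 ± 0.0675 at E16.5 (limma adjusted p = 0.890 and 0.561). Its second probe set was at 0.871 ± 0.214 and 0.854 ± 0.148 (limma adjusted p = 0.929 and 0.710). At E16.5 Foxa3, a forkhead factor of gut endoderm, fell to 0.285 ± 0.0537 and Hnf4a, a nuclear receptor of the same lineage, to 0.444 ± 0.0675 on 1 of its 4 probe sets, 2 of which fell (limma adjusted p = 0.00475 and 0.00768). At E14.5 Hhex, a homeobox gene of foregut endoderm, was at 0.525 ± 0.170 and Sox9, which marks progenitors and ducts, at 0.665 ± 0.133 (limma adjusted p = 0.516 and 0.535). Of 14 measured genes of this group, limma called 0 at E14.5 over all probe sets (2 at an unadjusted p under 0.05) and 2 when adjusted over the list alone, both lower, against 2 and 3 at E16.5. The median log2 fold changes were -0.09 at E14.5 and -0.19 at E16.5 (camera adjusted p = 0.155 and 0.0971).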

Expression of *PTF1 *transcript was reduced in the β-catenin KO at E14.5 by microarray and as early as E12.5 by QRT-PCR [Figure 9B]. 

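Ptf1a was at 0.539 ± 0.628 (SD, n = 4) at E14.5 on its 1 probe set, below both wildtype pancreata in 3 of the 4 KO (log2 fold change -1.50, standard error 0.84, limma adjusted p = 0.795). Rbpjl, its partner in the acinar PTF1 complex, was at 0.766 ± 0.0836, and Nr5a2, a nuclear receptor of acinar cells, at 0.731 ± 0.738 (limma adjusted p = 0.759 and 0.883). All 7 measured transcription factors of acinar cells were lower at E14.5, with a median log2 fold change of -0.29 (camera adjusted p = 0.0430; adjusted p = 0.592 with an estimated correlation). limma called 0 of them singly, over all probe sets or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Leaving out WT_522B, WT_522C, KO_540C, KO_540G or KO_615B ended the call of the group, with camera adjusted p up to 0.128.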

We observed no change in expression of the canonical Wnt target genes *Cyclin D1 *or *C-myc *by either RNA assay (data not shown). Instead, our studies revealed a significant decrease in expression of *N-myc *at both time points [decreased by 2 fold at E14.5]. 

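Ccnd1, which encodes cyclin D1, was at 1.17 ± 0.141 (SD, n = 4) at E14.5 and 1.15 ± 0.255 at E16.5 on 1 probe set (limma adjusted p = 0.901 and 0.749). On another it was at 0.754 ± 0.0512 and 1.37 ± 0.161 (limma adjusted p = 0.522 and 0.0637). Myc, the proto-oncogene transcription factor, was at 0.725 ± 0.312 at E14.5 and 0.504 ± 0.106 at E16.5, below both wildtype pancreata in all 4 KO at the later day (log2 fold change -0.98, standard error 0.32, limma adjusted p = 0.136). Of 23 measured targets of canonical Wnt signaling, 14 were higher at E14.5 and 15 at E16.5. The median log2 fold change at E14.5 was 0.05 while the mean was -0.08 and camera tested downward (adjusted p = 0.810), and at E16.5 the median was 0.07 (camera adjusted p = 0.526). On the 1 probe set per gene on which the group was tested, limma called 0 of them at either day with p adjusted over all probe sets, with 2 at E14.5 and 5 at E16.5 at an unadjusted p under 0.05, and 1 at E14.5 when adjusted over the list alone.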

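Mycn, which encodes N-myc, was at 0.509 ± 0.146 (SD, n = 4) at E14.5, below both wildtype pancreata in all 4 KO (log2 fold change -0.99, standard error 0.22, limma adjusted p = 0.406). At E16.5 the same probe set was at 1.12 ± 0.118 (log2 fold change 0.17, limma adjusted p = 0.798). The other 2 Mycn probe sets were at 1.08 ± 0.116 and 1.01 ± 0.164 at E14.5 and at 0.965 ± 0.116 and 1.13 ± 0.114 at E16.5. The difference between the days on the first probe set was 1.16 in log2 (limma adjusted p = 0.173). Mycn is the Wnt target with an adjusted p under 0.05 over that list alone at E14.5.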

Consistent with this, *N-myc *was only recently shown to be a direct target of Wnt signaling in the lung [10]. 

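Fgfr2, the receptor of Fgf10 in pancreatic epithelium, was at 0.609 ± 0.0747 (SD, n = 4) at E14.5 on 1 of its 3 probe sets, below both wildtype pancreata in all 4 KO (log2 fold change -0.72, standard error 0.12, limma adjusted p = 0.149). The one chosen for the gene was at 0.989 ± 0.109 and the remaining one at 1.08 ± 0.140. Fgf10, which comes from the mesenchyme, was at 1.05 ± 0.161 (limma adjusted p = 0.975). Of 15 measured genes of Fgf signaling 9 were higher at E14.5, with a median log2 fold change of 0.07 (camera adjusted p = 0.431). limma called 0 of them, over all probe sets or over the list alone, with 0 at an unadjusted p under 0.05 on the probe sets the list was tested on.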

GeneChip studies also revealed a 1.7 fold decrease in the expression of transcripts encoding *Fgfr2 *at E14.5, consistent with the role of this receptor in exocrine pancreas development [19]. QPCR confirmed decreases in these transcripts in the β-catenin KO mouse [Figure 10A-D].

**Figure 9:**
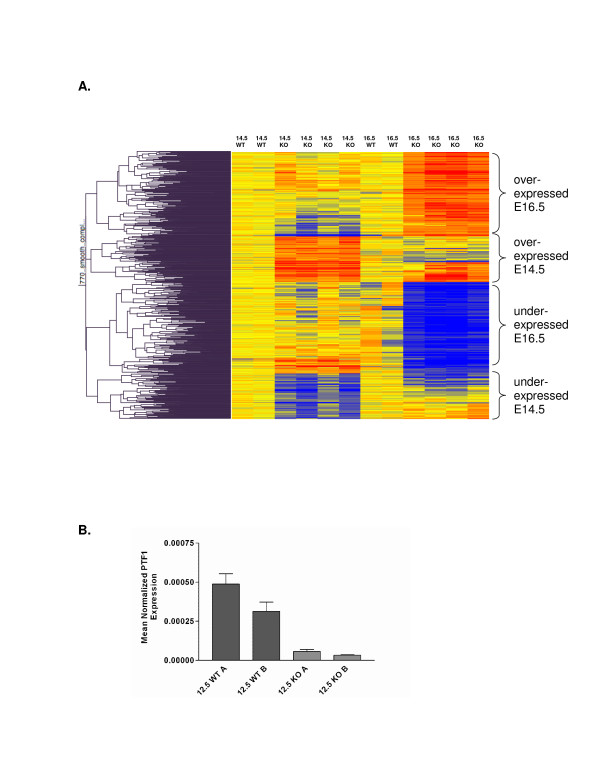
**β-catenin KO results in a characteristic transcriptional signature in E14.5 and 16.5 pancreata**. Panel A depicts a heat map demonstrating differing transcriptional profiles of Wt and β-catenin KO pancreata at E 14.5 and 16.5. Two wildtype and 4 knockout samples for each timepoint are depicted. Panel B shows quantitative RT-PCR results confirming the loss of PTF1 expression following β-catenin KO detectable as early as E12.5.

**Figure 10:**
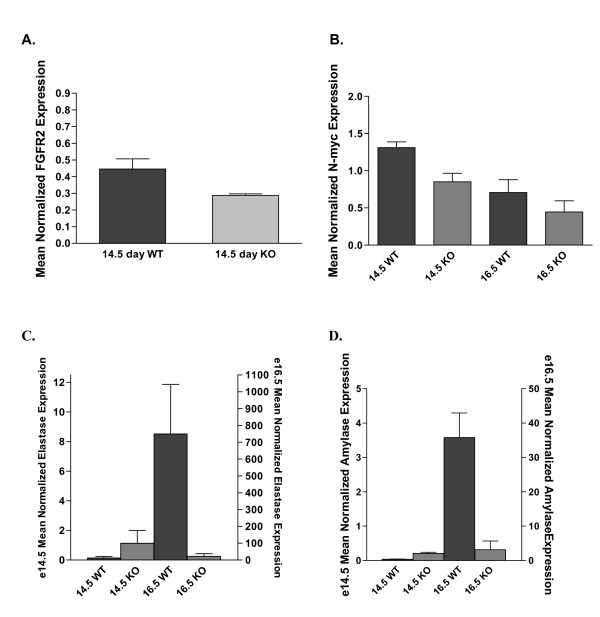
**QPCR Confirms Differential Expression of Genes Following β-catenin KO**. Panel A-D depicts QPCR assay results for FgfR2, N-myc, elastase and amylase. Transcripts for FgfR2 and N-myc are reduced in the β-catenin KO animal at E14.5. In contrast, the pancreatic enzymes elastase and amylase show increased expression at E14.5 which is reversed by E16.5.

**Table 1:** Most Downregulated Genes at E14.5 Following Deletion of β-catenin in Mouse Pancreas.

**Gene**	**Fold Change**
3-phosphoglycerate dehydrogenase	9
Leucine zipper transcription factor-like 1	5.9
Adaptor-related protein complex AP-1, sigma 3	5.3
Procollagen, type IX, alpha 1	2.9
Niban protein	2.9
Hydroxyprostaglandin dehydrogenase 15 (NAD)	2.1
One cut domain, family member 1	2
Musashi homolog 2 (Drosophila)	2
Flavin containing monooxygenase 2	2
Thymopoietin	2
Solute carrier family 19 (thiamine transporter), member 2	2
Neuroblastoma myc-related oncogene 1	2
Regucalcin	2
Melanoma inhibitory activity 1	2

**Table 2:** Most Upregulated Genes at E14.5 Following Deletion of β-catenin in Mouse Pancreas.

**Gene**	**Fold Change**
Elastase 3B, pancreatic	11.3
Myosin, heavy polypeptide 4, skeletal muscle	8.8
Carboxypeptidase A3, mast cell	6
CDNA sequence BC003331	5.8
Neuropeptide Y	5.8
Hypothetical gene supported by AK087915, similar to predicted human Leucine Rich Repeat protein gene ENSG00000178125	5
Histidine decarboxylase	4.8
Insulin I	4.7
Carboxypeptidase B1 (tissue) (Cpb1), mRNA.	4.6
Elastase 3B, pancreatic	4.6
Glucose-6-phosphatase, catalytic, 2	4.2
Islet amyloid polypeptide	4.2

**Table 3:** Most Downregulated Genes at E16.5 Following Deletion of β-catenin in Mouse Pancreas.

**Gene**	**Fold Change**
RIKEN cDNA 1810010M01 gene	100
Kallikrein 6	25
Pancreatic lipase-related protein 2	20
CUB and zona pellucida-like domains 1	0.07
Cullin 4A	0.07
Ribonuclease, RNase A family, 1 (pancreatic)	12.5
Trypsin 4	11
Chymotrypsin-like	10
Elastase 3B, pancreatic	8.5
Cytochrome P450, family 2, subfamily c, polypeptide 70	7.7
Aquaporin 8	7.7
Elastase 2	7.7
Glycine N-methyltransferase	7.7
Protease, serine, 3	7.1
Regenerating islet-derived 1	6.7
Annexin A13	6.7
Cystathionine beta-synthase	6.3
Gamma-glutamyltransferase 1	6.3
Alcohol dehydrogenase, iron containing, 1	5.9
Insulin induced gene 1	5.9

**Table 4:** Most Upregulated Genes at E16.5 Following Deletion of β-catenin in Mouse Pancreas.

**Gene**	**Fold Change**
Paired-like homeobox 2b	13.4
MIC2 (monoclonal Imperial Cancer Research Fund 2)-like 1	6.1
Regulator of G-protein signaling 2	4.9
Fibulin 5	4.7
Interleukin 2 receptor, gamma chain	3.8
X-linked lymphocyte-regulated 4	3.5
Sulfatase 2	3.4
Hemoglobin Z, beta-like embryonic chain	3.4
Profilin 2	3.3
UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 5	3.2
Kelch-like 4 (Drosophila)	3.2
Heart and neural crest derivatives expressed transcript 2	3.2
Secreted frizzled-related sequence protein 1	2.9

Other notable genes significantly reduced at E14.5 included musashi homolog 2 (*Msi2h*) [2 fold], an RNA binding protein implicated in maintaining the identity of progenitor cell fates in the brain [20] and hedgehog-interacting protein [*Hhip*] [1.9 fold] suggesting a potential role for this signaling pathways in exocrine pancreatic development. 

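Msi2, the RNA-binding musashi protein, has 8 probe sets, of which 5 were lower and 3 higher at E14.5. The lowest 3 were at 0.493 ± 0.143 (SD, n = 4), 0.630 ± 0.101 and 0.674 ± 0.105 (limma adjusted p = 0.522, 0.562 and 0.475), and the one chosen for the gene without regard to its change was at 0.955 ± 0.0292 (limma adjusted p = 0.966). At E16.5 the first and the last of these 3 fell to 0.338 ± 0.0619 and 0.606 ± 0.0621 (limma adjusted p = 0.0178 and 0.0234), the one between them was at 0.842 ± 0.158, and the one chosen for the gene was at 1.13 ± 0.119. Hhip, an inhibitor that binds hedgehog ligands, was at 0.517 ± 0.194 on 1 of 4 probe sets, below both wildtype pancreata in all 4 KO (log2 fold change -1.02, standard error 0.25, limma adjusted p = 0.475), and at 0.858 ± 0.178 on the one chosen for the gene (limma adjusted p = 0.892). Of 9 measured hedgehog pathway genes 4 were higher at E14.5, with a median log2 fold change of -0.03 (camera adjusted p = 0.988).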

A transcription factor of unknown function, the leucine zipper-like transcription factor1 (*Lzltf1*), was among the most reduced genes at E14.5, with its expression being decreased by an average of 5.9 fold. 

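Lztfl1 fell to 0.168 ± 0.0169 (SD, n = 4) at E14.5 and 0.309 ± 0.0214 at E16.5 on 1 of its 5 probe sets (log2 fold changes -2.58 and -1.66, standard error 0.16, limma adjusted p = 1.13e-04 and 5.18e-04). The call at E14.5 ended with a trended and robust variance. The probe set chosen for Lztfl1 without regard to its change was at 1.08 ± 0.0661 and 1.35 ± 0.188 (limma adjusted p = 0.959 and 0.173). Another fell at E16.5 to 0.538 ± 0.0490 (limma adjusted p = 0.0233) and was at 0.746 ± 0.122 at E14.5. The remaining 2 were at 1.02 ± 0.226 and 0.695 ± 0.140 at E14.5. Lztfl1 lies between Ctnnb1 and the end of chromosome 9, and so do 4 other genes with a probe set lower at both days, among them Limd1 and Cdcp1.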

*Hox b4 *was significantly increased in E16.5 β-catenin mutant pancreata suggesting that loss of Wnt signaling results in a partial homeotic transformation [21]. This is further supported by the appearance of albumin-expressing cells in the adult pancreas [Figure 2I].

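Hoxb4, a homeobox gene of anterior-posterior patterning, rose to 1.80 ± 0.234 (SD, n = 4) at E16.5 on 1 of 2 probe sets, above both wildtype pancreata in all 4 KO (log2 fold change 0.84, standard error 0.15, limma adjusted p = 0.0155). On the other it was at 1.03 ± 0.0423 (limma adjusted p = 0.891). The first was at 1.19 ± 0.196 at E14.5. Of its neighbors in the Hoxb cluster, Hoxb5 was at 1.91 ± 0.733 and Hoxb2 at 1.36 ± 0.198 at E16.5 (limma adjusted p = 0.208 and 0.103). The 9 measured Hoxb genes had a median log2 fold change of 0.19, 8 of them higher (camera adjusted p = 0.109). The 23 measured Hox genes of the other clusters had a median of 0.12, 20 of them higher (camera adjusted p = 0.0384; adjusted p = 0.504 with an estimated correlation). On the 1 probe set per gene on which these groups were tested, which for Hoxb4 is the other one, limma called 0 genes of either group with p adjusted over all probe sets or over the list alone, with 3 in each at an unadjusted p under 0.05. Some markers of mesenchyme, in which Hox genes are expressed, rose in the same pancreata, such as the proteoglycan gene Lum at 2.88 ± 0.700 (limma adjusted p = 0.0160). Alb, the serum albumin of liver, was at 1.55 ± 0.165 (limma adjusted p = 0.0588), and the 18 measured liver genes had a median of -0.04 (camera adjusted p = 0.614). The call of the other Hox genes ended after quantile normalization and without WT_622A or WT_628G.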

Among the transcripts most down regulated in E16.5 β-catenin KO mutants included acinar cell specific genes such as pancreatic elastase (*Ela3b*), and trypsin (*Try4*). 

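Cela3b, the elastase that the paper names Ela3b, fell to 0.117 ± 0.0614 (SD, n = 4) at E16.5 (log2 fold change -3.24, standard error 0.38, limma adjusted p = 0.00199). Among the trypsinogens, Prss3 fell to 0.0938 ± 0.0771 and Prss2 to 0.232 ± 0.0847 (limma adjusted p = 0.00502 and 0.00390), and Try4 was not analysed here. Ctrl, a chymotrypsin-like protease, fell to 0.104 ± 0.0261 and Reg1, a secreted lectin-like protein of acinar cells, to 0.146 ± 0.111 (limma adjusted p = 5.92e-04 and 0.0103). Zg16, a lectin of the zymogen granule membrane, fell on all 3 of its probe sets, to 0.136 ± 0.0243 on 1 and 0.0122 ± 0.00238 on the lowest (limma adjusted p = 6.04e-04 and 1.11e-06). The lowest value the authors give is 0.01, which 2 probe sets of Zg16, Rnase1 and 1 probe set of Pnliprp2 reach in pancreas KO_541L. Rnase1 and Pnliprp2, a ribonuclease and a lipase relative of the digestive secretion, fell to 0.0832 ± 0.0648 and 0.0733 ± 0.0597 (limma adjusted p = 0.0232 and 0.0268). The collagen gene Col3a1, a mesenchymal marker, rose in the same pancreata to 2.15 ± 0.671 (limma adjusted p = 0.0488). When E16.5 was fitted on its own 6 arrays, Ctrl and Zg16 still passed and Cela3b, Prss3, Prss2, Reg1, Rnase1 and Pnliprp2 did not.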

Interestingly, at E14.5, the transcript for pancreatic elastase (*Ela3b*) was upregulated an average of 11.3 fold, and the transcript for pancreatic amylase2 (*Amy2*) was upregulated an average of 2.3 fold. 

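At E14.5 Cela3b was at 1.21 ± 0.149 (SD, n = 4) on the probe set chosen without regard to its change, above both wildtype pancreata in 3 of 4 KO (limma adjusted p = 0.960), and at 9.56 ± 3.98 on the highest of its 4 probe sets (log2 fold change 3.16, standard error 0.50, limma adjusted p = 0.120). Pancreatic amylase was not analysed here. Other acinar transcripts went both ways. Pdia2, a protein disulfide isomerase of the pancreas, was at 2.30 ± 0.428 and Rnase1 at 2.21 ± 0.465, while the elastase gene Cela1 was at 0.482 ± 0.423 and Cel, a bile-salt-activated lipase, at 0.648 ± 0.466 (limma adjusted p = 0.847, 0.870, 0.873 and 0.898). Of 27 measured genes of acinar enzymes and granule proteins 14 were higher, with a median log2 fold change of 0.06 (camera adjusted p = 0.754). limma called 0 of them over all probe sets, with 1 at an unadjusted p under 0.05, and 1 when adjusted over the list alone. The list was not tested with the smallest p or the mean over probe sets, where Cela3b was at 9.56 and 5.32. The median turned to -0.17 without WT_522B and -0.03 without KO_540G, and it was below 0 with array weights. Genes of epithelial adhesion had a median of -0.14 (camera adjusted p = 0.101), and markers of mesenchyme a median of 0.35 with 21 of 22 higher (camera adjusted p = 4.60e-09; adjusted p = 0.475 with an estimated correlation).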

QPCR confirmed the upregulation of transcripts at E14.5 as compared to wildtype, and demonstrated the reversal of this pattern by E16.5 [Figure 10B]. Interestingly, immunostaining did not reveal increases in elastase or amylase protein levels at E14.5. Uniformly, however, all exocrine gene transcripts were dramatically down regulated by E16.5 compared to wildtype. These data suggest that the tight control between proliferation and differentiation is perturbed in β-catenin mutants. 

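At E16.5, 26 of the 27 measured genes of acinar enzymes and granule proteins were lower in the KO. Sycn, a zymogen granule protein, was at 0.142 ± 0.100 (SD, n = 4), and Cpa1, a carboxypeptidase, was at 0.531 ± 0.178 without passing (limma adjusted p = 0.0438 and 0.335). Pla2g1b, the pancreatic phospholipase, was at 0.999 ± 0.0187 and Reg2, a regenerating-family protein, at 0.894 ± 0.0454 (limma adjusted p = 0.993 and 0.461), while 1 of the other 3 probe sets of Pla2g1b fell (log2 fold change -0.45, limma adjusted p = 0.0281). limma called 18 of the 27 over all probe sets and 23 when adjusted over the list alone. The median log2 fold change was -2.57 (camera adjusted p = 3.55e-28, or 0.304 with an estimated correlation). The medians of the 4 KO were -3.81 (KO_541L), -3.20 (KO_541J), -2.08 (KO_591C) and -1.73 (KO_591D). On this list KO that share a number in their names lay closer together, and what that number marks is not stated. Against E14.5 the KO effect on the list was lower by a median of -2.39 in log2, with 8 genes past the limit and 18 when adjusted over the list alone (camera adjusted p = 1.65e-25; adjusted p = 0.416 with an estimated correlation).
The acinar transcription factors Rbpjl and Gata4, a zinc-finger factor, fell to 0.465 ± 0.117 and 0.376 ± 0.120, each on 1 of 2 probe sets (limma adjusted p = 0.0150 and 0.0458). They are the 2 of 7 past the limit, 3 when adjusted over the list alone (median -0.93, camera adjusted p = 0.00249; adjusted p = 0.370 with an estimated correlation). Some transcripts of other cell types rose in the same pancreata. Thy1, a surface protein of mesenchyme, was at 1.76 ± 0.299 and Col5a1, a fibrillar collagen, at 2.24 ± 0.623 on 1 of 3 probe sets (limma adjusted p = 0.0203 and 0.0229), 4 of 22 mesenchymal genes past the limit and 11 when adjusted over the list alone (median 0.55, camera adjusted p = 2.00e-06; adjusted p = 0.370 with an estimated correlation). Elavl4, an RNA-binding protein of neurons, was at 1.88 ± 0.383 and Gfra3, a receptor of peripheral neurons and glia, at 1.59 ± 0.174 (limma adjusted p = 0.0412 and 0.0416), 3 of 23 neural genes past the limit and, over the list alone, 8 higher and 1 lower (median 0.48, camera adjusted p = 1.07e-04; adjusted p = 0.370 with an estimated correlation). Genes of endothelium and of leukocytes had medians of 0.14 and 0.15 (camera adjusted p = 0.0989 and 0.252). From higher enzyme transcripts at E14.5 and lower ones at E16.5, the paper proposes that without β-catenin the control between proliferation and differentiation is disturbed.

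**Figure D2:**
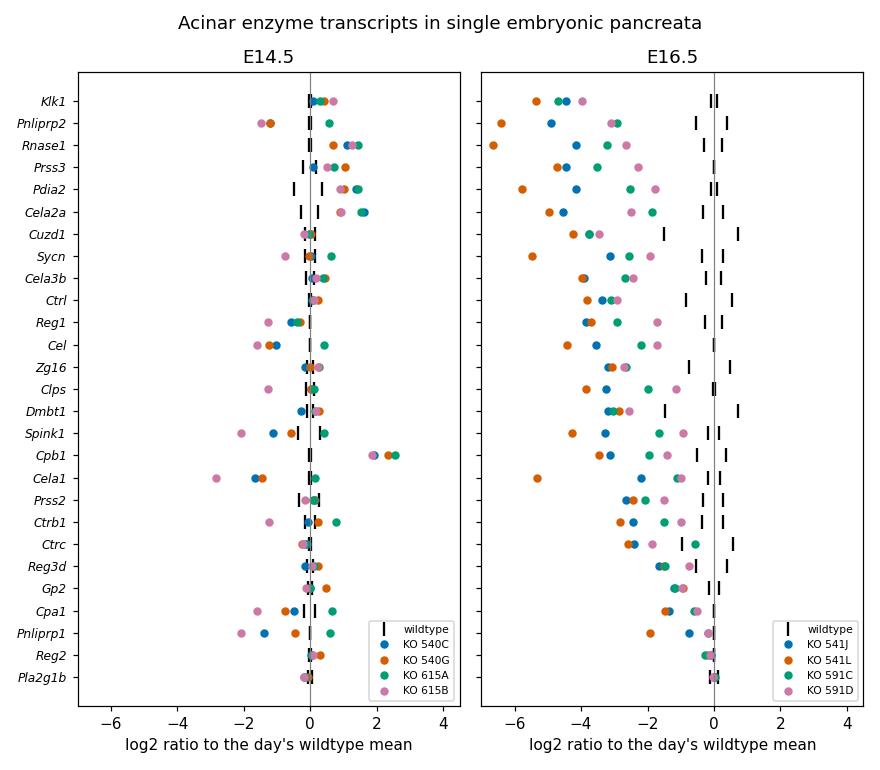
Log2 ratio to the day's wildtype mean for 27 acinar genes at E14.5 and E16.5, with 1 point for each of the 4 KO pancreata and 1 bar for each of the 2 wildtype pancreata. The median log2 fold change is 0.06 at E14.5 and -2.57 at E16.5.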

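Hormone transcripts had higher values in the KO at E14.5. Ins2, an insulin gene, was at 4.72 ± 1.40 (SD, n = 4), Iapp, the amyloid peptide of beta cells, at 4.17 ± 1.59 and Gcg, which encodes glucagon, at 1.56 ± 0.257, each above both wildtype pancreata in all 4 KO (log2 fold changes 2.19, 1.99 and 0.65, limma adjusted p = 0.111, 0.381 and 0.521). The other 3 probe sets of Iapp were at 1.20 ± 0.680, 1.37 ± 0.384 and 1.09 ± 0.118, above both in 1, 3 and 2 of the 4 KO. Sst, which encodes somatostatin, was at 1.30 ± 0.0522 and Pyy, peptide YY, at 1.67 ± 0.477. Ins1 was not analysed here, and the name of the Ins2 probe set marks one that can also bind transcripts of related genes. Of 7 measured hormone genes 6 were higher, with a median log2 fold change of 0.65 (camera adjusted p = 9.32e-06; adjusted p = 0.475 with an estimated correlation). limma called 0 of them over all probe sets, with 4 at an unadjusted p under 0.05, and 3 when adjusted over the list alone. Of 18 measured genes of the islet secretory machinery 17 were higher (median 0.25, camera adjusted p = 2.48e-04; adjusted p = 0.475 with an estimated correlation). Neural markers, some of which islet cells express, had a median of 0.14 (camera adjusted p = 0.00965; adjusted p = 0.592 with an estimated correlation), and leukocyte markers one of 0.24 (camera adjusted p = 1.57e-04; adjusted p = 0.475 with an estimated correlation).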

Despite the lack of an endocrine phenotype in the β-catenin KO mice, we did observe upregulation of transcripts for insulin I (*Ins1*) [4.7 fold], and a slight increase in glucagon (*Gcg*) [1.4 fold] at ED14.5. By 16.5, however, none of these genes were differentially expressed compared to wildtype mice. 

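At E16.5 Ins2 was at 1.21 ± 0.440 (SD, n = 4), Iapp at 1.67 ± 0.665 and Gcg at 1.19 ± 0.156 (limma adjusted p = 0.858, 0.518 and 0.566). Sst was at 0.819 ± 0.219, Pyy at 1.46 ± 0.432 and G6pc2 at 2.12 ± 1.16. The 7 hormone genes had a median log2 fold change of 0.20, 5 of them higher, and the 18 islet secretory genes one of 0.20 (camera adjusted p = 0.614 and 0.277). limma called 0 hormone genes over all probe sets or over the list alone, with 0 at an unadjusted p under 0.05. Between the days the hormone genes differed by a median of -0.41 (camera adjusted p = 0.0115; adjusted p = 0.846 with an estimated correlation), and Ins2 by -1.99 (limma adjusted p = 0.134). The call between the days ended without WT_628G or KO_591D.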

"Raw and normalized microarray data from this study can be obtained from the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) database [22].

## Discussion

β-catenin is the central mediator of the canonical Wnt signaling pathway and regulates many cell fate decisions during normal development in numerous tissues. Deregulation of β-catenin/Wnt signaling is a sentinel event in colorectal neoplasia and contributes to tumorigenesis in many other sites. Mutations in β-catenin have been demonstrated in exocrine pancreatic cancers, pancreaticoblastoma and solid-pseudopapillary tumors [23-25]. Our laboratory has been interested in the role of Wnt signaling in pancreatic neoplasia. Recent studies have demonstrated the reactivation of pathways critical to normal pancreatic development, such as Notch and Hedgehog, during pancreatic duct carcinogenesis thus further linking developmental pathways with pancreatic neoplasia [26-28].

Given the apparent role of β-catenin/Wnt signaling in certain pancreatic neoplasms, we hypothesized that this pathway may be an important mediator of pancreatic development. Recently, two separate reports were published that examined the effects of genetically deleting β-catenin in the developing pancreas, using similar methods to those presented in the current study. In addition, a newly published study by Heiser et al. examined the effects of stabilized β-catenin on pancreatic development [29]. While these studies utilized similar methods, their conclusions had several significant differences. The current study utilizes mouse genetics and in vitro studies of dorsal pancreatic explants, along with gene profiling studies to suggest molecular mechanisms by which β-catenin deletion effects mouse embryonic pancreas development. In summary, our studies show that β-catenin expression is required for development of the exocrine pancreas, but is not required for development of the endocrine pancreas. Our data suggests that it is inhibition of canonical Wnt signaling that effects early exocrine cell development. Lastly, our transcriptional profiling studies suggest several potential roles for β-catenin in the developing pancreas that include maintenance of undifferentiated proliferating exocrine progenitor cells and maintenance of positional identity along the anterior-posterior axis.

Our findings are highly concordant with that of Murtaugh et al. who also noted severe loss of exocrine, but preservation of endocrine pancreas following conditional knockout of β-catenin. The findings of these two studies are in contradistinction to the study by Dessimoz et al. in which only modest reversible changes in exocrine pancreatic development were present, while endocrine pancreatic development was impaired. We believe that difference in timing and levels of cre expression between different *Pdx1-cre *lines is largely responsible for the difference in phenotypes observed in our study versus the study of Dessimoz et al. The *Pdx1-cre *strain used in this study has been shown to direct cre-mediated recombination as early as ED10.5 and we often observed a near complete loss of exocrine pancreatic tissue and early lethality in β-catenin KO animals. In contrast, the Dessimoz study found that animals developed pancreatitis that recovered in adulthood. Recently, Heiser et al. found that two different *Pdx1-cre *strains caused significantly divergent phenotypes when bred to transgenic mice harboring an allele of *β-catenin *that can be stabilized in a cre-dependent fashion. The investigators noted an early and late pattern of cre expression that was associated with pancreatic hypo- versus hyperplasia, respectively. The "late" *Pdx1-cre *strain utilized in the Heiser study was the same strain used by Dessimoz et al. It follows then that this line would cause less severe perturbations in exocrine pancreatic development as observed by these investigators. Also, inactivation of β-catenin at later stages of development might uncover a role for β-catenin in endocrine cell development and explain why there were fewer endocrine cells in adult islets in the Dessimoz et al study. It is possible that β-catenin has several different roles throughout development of the pancreas and that the timing of cre-mediated activation is essential to uncover these different functions. Our findings support those of both Dessimoz and Murtaugh et al. that β-catenin, through its role in Wnt signaling, plays a role in proliferation of developing acini, rather than in apoptotic resistance.

Not surprisingly, the published and current studies confirm the previously described role for β-catenin in regulating cell proliferation. However, it is likely that there are additional downstream consequences of β-catenin deletion that remain to be identified. We have used microarrays to globally investigate the role of β-catenin in the developing pancreas. To focus on direct versus indirect effects, we analyzed embryonic pancreata lacking β-catenin before and after exocrine loss were morphologically evident. Consistent with its role in cell proliferation we found reduced levels of genes and pathways known to regulate pancreatic cell proliferation including *Ptf1*, *Fgfr2 *and *Egf *[19,30,31]. 

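Egf, the epidermal growth factor precursor, fell to 0.326 ± 0.0534 (SD, n = 4) at E16.5 (log2 fold change -1.52, standard error 0.26, limma adjusted p = 0.0141) and was at 1.05 ± 0.163 at E14.5. Ptf1a was at 0.374 ± 0.241 at E16.5, below both wildtype pancreata in all 4 KO (log2 fold change -1.74, standard error 0.84, limma adjusted p = 0.331). Fgfr2 was at 1.06 ± 0.0773, 1.15 ± 0.0668 and 0.989 ± 0.131 on its 3 probe sets at E16.5, and Fgf10 at 1.09 ± 0.0897 (limma adjusted p = 0.739). The second of these probe sets differed between the days (log2 difference 0.92, limma adjusted p = 0.0481). Genes that act in cell division were lower at E14.5, as with the cyclin gene Ccnb2 at 0.574 ± 0.171 and the kinase gene Cdk1 at 0.649 ± 0.155 (limma adjusted p = 0.522 and 0.555). Of 34 measured cell cycle genes 26 were lower at E14.5 (median -0.43, camera adjusted p = 1.60e-07; adjusted p = 0.592 with an estimated correlation), with limma calling 0 over all probe sets or over the list alone and 13 at an unadjusted p under 0.05. At E16.5 their median was 0.16 (camera adjusted p = 0.225). In single KO pancreata of E14.5 it was -0.33 (KO_540C), -0.70 (KO_540G), -0.08 (KO_615A) and -0.52 (KO_615B). At E14.5 21 of 22 mesenchymal genes were higher (median 0.35). The fall of Egf did not pass after quantile normalization, with a trended and robust variance, with E16.5 fitted on its own arrays or without WT_628G.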

Fgfr2 is expressed in the pancreatic epithelium and is activated by Fgf10 from the mesenchyme, a signal that is important for proliferating pancreatic progenitor cells [19,32,33]. Consistent with our findings, expression of a dominant negative form of the Wnt receptor Frz8 also resulted in perturbed pancreatic growth and reduced numbers of p48 cells but did not block endocrine differentiation [34]. We did not observe changes in the known Wnt targets *cyclin D1 *or *c-myc*, however we did find that *N-myc*, a potent regulator of proliferation, was significantly down regulated in the β-catenin KO [35-37]. A recent study examining the role of Wnt signaling in lung development demonstrated that like *c-myc*, *N-myc *is a direct transcriptional target of β-catenin/Tcf [10].

Consistent with our observed exocrine deficiency, we observed reduced mRNA levels of numerous exocrine markers in β-catenin mutants. However at E14.5, prior to any visible exocrine hypoplasia, we were surprised to see a striking increase in mRNA levels of several markers of exocrine differentiation including pancreatic elastase3b (*Ela3b*) and amylase 2 (*Amy2*). 

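On the array 4 probe sets carry Cela3b as their single gene symbol. At E14.5 the first was at 1.05 to 1.36 over the 4 KO pancreata. The next 2 were at 5.90 ± 1.52 (SD, n = 4) and 4.59 ± 1.59 (log2 fold changes 2.53 and 2.13, limma adjusted p = 0.405 and 0.480). The last ranged over the 4 KO from 5.66 to 13.7. At E16.5 these last 3 Cela3b probe sets were at 0.216 ± 0.154, 0.304 ± 0.193 and 0.489 ± 0.278 (limma adjusted p = 0.0370, 0.0751 and 0.232). The names of 2 of the 4 mark probe sets that can also bind transcripts of related genes.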

*Ela3b *was represented 5 times on the chip and was highly up regulated at e14.5 in each. If we relax the stringency of our clustering analysis, numerous other proteinases were also upregulated at E14.5 in 3 out of 4 samples. These include elastase2 (*Ela2*), trypsinogen 16 (*Trygn16*), trypsin 4 (*Try4*), carboxypeptidase A3 and B1 (*Cpa3, Cpb1*), and serine protease 2 (*Prss2*). 

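Cela2a, the elastase 2 gene, was at 2.45 ± 0.640 (SD, n = 4) at E14.5 and Cpb1, a carboxypeptidase of the pancreas, at 4.61 ± 1.09, each above both wildtype pancreata in all 4 KO (log2 fold changes 1.28 and 2.18, standard errors 0.70 and 0.48, limma adjusted p = 0.791 and 0.406). Prss2 was at 1.04 ± 0.0960, above both in 0 of 4 KO, and on its other 3 probe sets above both in 3, 3 and 1 (limma adjusted p = 0.986 on the first). The trypsinogen Prss3 was at 1.55 ± 0.423. Trypsinogen 16 and Try4 were not analysed here. Cpa3, a carboxypeptidase of mast cell granules, was at 6.05 ± 1.20 (log2 fold change 2.61, limma adjusted p = 0.102). Of other mast cell genes the chymase Cma1 was at 2.03 ± 0.537, and the 12 measured had a median log2 fold change of 0.10, 9 of them higher (camera adjusted p = 0.0280; adjusted p = 0.592 with an estimated correlation). limma called 0 of the 12 over all probe sets, with 3 at an unadjusted p under 0.05, and 3 when adjusted over the list alone. Over the 27 acinar genes, 10 were above both wildtype pancreata in 3 or more KO and 6 (22.2%) in all 4. Chance puts all 4 above both in 6.67%, but the genes are correlated (estimated at 0.50) and the share was not tested. Of the 27, 13 were lower (camera adjusted p = 0.754 for the list). Cpb1 and Cpa3 passed when E14.5 was fitted on its own 6 arrays, and the call of the mast cell group ended without WT_522C or KO_540G and after quantile normalization.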

By E16.5, when there is obvious exocrine hypoplasia, all of these exocrine markers are down regulated, demonstrating that their increased expression at E14.5 is only transient.

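At E16.5 Cela2a fell to 0.131 ± 0.115 (SD, n = 4) and Cpb1 to 0.210 ± 0.134 (log2 fold changes -3.44 and -2.43, limma adjusted p = 0.0293 and 0.0264). The mast cell carboxypeptidase Cpa3 was at 1.96 ± 1.17 (log2 fold change 0.79, limma adjusted p = 0.360). Between the days the KO effect differed by -4.60 in log2 for Cpb1, -3.51 for Cela3b and -2.23 for Prss2 (limma adjusted p = 0.0197, 0.0226 and 0.0461). For Cela2a and Cpa3 the differences were -4.72 and -1.82 (limma adjusted p = 0.0911 and 0.251). The falls of Cela2a and Cpb1 did not pass when E16.5 was fitted on its own arrays, nor without WT_622A, WT_628G or KO_541J.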

Analysis of protein levels by immunohistochemistry show that carboxypeptidase A and amylase protein levels are reduced at E12.5 and E15.5. This could suggest that the observed increase in exocrine markers is only at the mRNA level, or that this is an artifact of microarray analysis. Given the QPCR data demonstrating increases in elastase and amylase transcript at E14.5 and the fact that there is a substantial increase in eight separate exocrine proteinases, it seems unlikely that this is a microarray artifact. There are several possible explanations for a transient increase in exocrine transcripts at E14.5. One possibility is that the loss of a mitogenic Wnt signal triggers a failed attempt at differentiation. Failure to effectively initiate an exocrine differentiation program might be due to reduced levels of p48/PTF1 in the β-catenin mutant, which is known to be critical for the transcriptional activation of many exocrine genes. A similar observation was made in the case of the development of Pdx1 deficient mice, where some limited endocrine (glucagon) and exocrine gene expression was observed even though pancreas development was largely arrested. In addition, although p48/PTF1 is necessary for exocrine pancreas development, it is unlikely that all exocrine genes are direct targets of p48/PTF1. It is also possible that an increase in exocrine markers at E14.5 via microarray analysis is because some remaining β-catenin + cells increase exocrine gene expression in attempts to compensate for the global exocrine loss of differentiation of exocrine progenitor cells. This is consistent with the concept that loss of a mitogenic signal can cause perturbations in proliferation, cell death or differentiation. Our immunostaining does not support this since the remaining β-catenin + cells did not show increased levels of pancreatic enzyme expression. Taken together our data suggests that proliferation and differentiation, but not apoptosis are effected in β-catenin mutants. Moreover, the fact that some exocrine markers are reduced whereas others are elevated suggesting that β-catenin signaling is key at E14.5 to maintain a proper balance between proliferation and differentiation of the exocrine lineage.

In adult mice that survived past 30 days, we observed several instances wherein the pancreatic parenchyma appeared to be partially replaced by tissue that histologically resembles the liver and expresses albumin. This suggests the possibility of hepatic transdifferentiation suggesting that β-catenin function is required to maintain a pancreatic phenotype. Our findings cannot exclude the possibility that disruption of normal pancreatic development caused by loss of β-catenin could have induced nascent hepatocytes to migrate to this area. The phenomenon of hepatic transdifferentiation has been described in other models of severe acinar cell loss including copper or methionine depletion and subsequent repletion but the molecular mechanisms underlying transdifferentation in adults are not well known [38,39]. A hint into a possible mechanism comes from our microarray analyses. We have found that at E16.5, there is a substantial increase in the expression of Hoxb4 in the β-catenin mutant pancreas. This homeotic transcription factor is normally expressed the gut epithelium anterior to the Pdx1 domain and its misexpression in the pancreas suggests that these cells may have undergone some degree of homeotic transformation to an anterior fate [40 and Anne Grapin-Botton, personal communication]. Consistent with this, over expression of Wnt1 using the Pdx1 promoter causes a phenotype suggesting a posterior transformation of the proximal foregut [41]. These data coupled with the observed emergence of albumin expressing cells in the adult pancreas, suggests that β-catenin may be necessary for maintaining positional identity of pancreatic endoderm along the anterior-posterior axis.

The FGF pathway has been shown to regulate exocrine pancreatic development and our finding of down regulation of *Fgfr2 *is concordant with this [42,43]. Components of the hedgehog, and activin signaling pathways that are implicated in endocrine, but not exocrine development, are reduced in β-catenin mutants [44,45]. Specifically, Activin receptor 1c and Hhip1, are reduced in β-catenin mutants, suggesting that these signaling components and pathways may also play a role in exocrine development [46].

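Acvr1c, a type I receptor of the activin and nodal pathway, fell to 0.606 ± 0.0766 (SD, n = 4) at E16.5 on 1 of 3 probe sets (log2 fold change -0.71, standard error 0.16, limma adjusted p = 0.0449). On the other 2 it was at 0.333 ± 0.0492 and 1.04 ± 0.0695 (limma adjusted p = 0.0752 and 0.840), the last being the one chosen for the gene. At E14.5 the 3 were at 1.19 ± 0.141, 1.10 ± 0.0775 and 1.03 ± 0.0250. Of 17 measured genes of activin and TGF-β signaling 9 were higher at E14.5 and 11 at E16.5, with median log2 fold changes of 0.04 and 0.22 (camera adjusted p = 0.723 and 0.136). On the 1 probe set per gene on which the group was tested, limma called 0 of them with p adjusted over all probe sets, with 3 at E14.5 and 5 at E16.5 at an unadjusted p under 0.05, and 2 when adjusted over the list alone at E16.5, both higher. Hhip was at 1.06 ± 0.156 and 0.969 ± 0.156 at E16.5 on 2 of its 4 probe sets (limma adjusted p = 0.931 and 0.931), and the 9 hedgehog pathway genes had a median of 0.02 (camera adjusted p = 0.556).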

## Conclusion

In summary, our studies support a model wherein β-catenin regulates proliferation and differentiation of the developing exocrine pancreas through its role in the Wnt signaling pathway. This observation is consistent with the findings in human exocrine cancers wherein β-catenin/Wnt signaling is inappropriately active and likely supports uncontrolled proliferation. Further studies are required to precisely define the Wnt target genes critical to proliferation of developing acini and to understand the signals that regulate Wnt signaling functions. Our findings also raise the question of whether modulation of β-catenin/Wnt signaling in the adult pancreas could enhance recovery from injury following diseases such as acute pancreatitis, and/or alter the abnormal balance between proliferation and differentiation observed in pancreatic cancer.

## Competing interests

The author(s) declare that they have no competing interests.

## Authors' contributions

JMW carried out pancreata harvest, helped conceive the study, analyze data and draft the manuscript. FE performed the dorsal explant studies and immunohistochemistry, designed figures and assisted with data analysis. GB analyzed all histopathology analyses and assisted with apoptosis assays. BJA performed microarray experiments and bioinformatics. WS performed genotyping, harvested pancreata, prepared samples for microarray analyses and performed quantitative RT-PCR. CC performed genotyping and immunohistochemistry. AS performed immunohistochemistry and apoptosis assays. SDL helped conceive portions of the study, analyze data, and draft the manuscript. AML conceived the study, reviewed and analyzed all data and drafted the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

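The data are 12 Affymetrix MOE430 2.0 arrays, 1 per embryonic pancreas: 2 wildtype and 4 β-catenin KO at E14.5, and the same numbers at E16.5. The text deposited with the arrays gives the earlier day as E14.6, and the paper and the array names give it as E14.5, which is used here. According to the deposited text and the paper, the authors amplified the RNA in 2 rounds, summarized the arrays with RMA in GeneSpring and divided each probe set's signal by the mean of the wildtype arrays of the same day. The authors' deposited values are therefore linear ratios to the day's wildtype mean: on every probe set the 2 wildtype values of a day sum to 2 within 3e-07, the lowest value is 0.01 (4 values, each in pancreas KO_541L) and the highest is 26.4. No raw arrays were used here. Because of the division, abundance and the course from one day to the next are not in the values. A comparison of the 2 days within a genotype, a filter on dim probe sets and a test of developmental stage had been planned and were not run for this reason.
All 45101 probe sets were read, and 64 Affymetrix control probe sets were set aside, leaving 45037. Of these 34945 carry 1 gene symbol (18193 genes), 932 several and 9160 none. Probe sets with several symbols were tested and counted but not named. Log2 ratios were fitted with limma 3.58.1 in R 4.3.3 as 4 groups, with 8 residual degrees of freedom and moderated variances, and tested for KO against wildtype at E14.5, at E16.5 and for the difference between the 2 effects. The p values were adjusted by the method of Benjamini and Hochberg over all 45037 probe sets in each comparison, with 0.05 as the limit. The wildtype group of each day holds 2 animals, which limits the precision of each comparison. On simulated changes added to noise of the same design, limma recovered 79% of log2 changes of 1 at E14.5 and 82% at E16.5, and 97% of changes of 2 at both, with 5 and 10 unchanged probe sets called. In the data, changes of 3.16 (Cela3b), 2.61 (Cpa3) and 2.18 (Cpb1) at E14.5 did not pass, with standard errors of 0.50, 0.40 and 0.48. The simulated shares therefore do not hold for genes as variable as these, and a gene not called there may still differ.
Where a gene has several probe sets, 1 was chosen by its name alone: names ending in _at first, then _a_at, _f_at or _g_at, then _s_at or _x_at, and the lowest number among these. The rule set before the data were examined took the probe set with the highest mean log2 value. On ratios that rule picks the probe set highest in the KO, so it was replaced once the unit was known, and it was kept as an alternative. Of 86 genes or transcripts the paper names, 75 have a probe set with that single symbol, and the others are not analysed here. Genes are named in the text when the paper names them, when they are among the 10 strongest in a direction and day, or when they belong to a list. The lists, 35 groups of 586 genes of which 533 were measured, were written down before the data were examined but after the paper's tables had been read. They were tested with camera at a correlation of 0.01 between genes, adjusted over the 35 lists in each comparison. The mean over a gene's probe sets and the choice by smallest p or highest mean value were tried on single genes, not on lists.
The alternatives were a trended and robust variance, each day fitted on its own 6 arrays, quantile normalization, centring on each array's median, array weights, the number in each array's name as a random block with statmod 1.5.0, leaving out probe sets ending in _x_at or _s_at, the methods' t-test with and without correction, leaving out each array in turn, other choices of a gene's probe set, camera with an estimated correlation and the rotation test fry. The paper's own criteria were applied to the ratios: over 1.25 or under 0.66 in 3 of 4 KO arrays at E14.5, and over 1.33 or under 0.5 in all 4 at E16.5. A single array standing apart within a group of 4 KO was sought with Dixon's gap ratio, with a critical value of 0.829. Gene names and the order of genes on chromosomes come from a gene table of assembly GRCm38.p6. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The quantitative RT-PCR, the immunostaining and the explant cultures of the paper are not analysed here.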

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

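The tests of the chromosome 9 genes with the size of their window, the test of acinar genes with higher values at E14.5 and the use of the 18S control were chosen in this form only after the result was seen. Some acinar and islet transcripts had higher values in the KO at E14.5. A larger share of pancreatic epithelium in the KO dissections would raise the genes of epithelial adhesion. Their median log2 fold change was -0.14, with medians of -0.24 to 0.07 in the 4 KO pancreata. These values argue against it only if the knockout leaves the adhesion genes themselves unchanged. β-catenin is part of the cadherin adhesion complex, and a direct effect of its loss on these genes was not tested. Of the 14 acinar genes with higher values 10 were above both wildtype pancreata in 3 or more KO and 6 in all 4, and in 4 (28.6%) 2 or more KO lay within the wildtype range or below it, which leaves open whether 1 or 2 embryos carry part of the higher values. A difference in the stage of the embryos, which the paper names for E14.5, stays open and was not tested.
At E16.5 19 of 22 mesenchymal and 21 of 23 neural genes were higher, 4 and 3 past the limit. With an estimated correlation neither list passed (camera adjusted p = 0.370 for each), nor did the acinar list (0.304). Of 27 acinar genes 26 were lower, 18 past the limit. A lower share of pancreatic epithelium as a whole would lower the genes of epithelial adhesion with them. Their median log2 fold change was -0.11, with -0.26 to 0.08 in the 4 KO, against -0.64 for 0.25 of the acinar median. This argues against a fall in share of that size, if the knockout leaves the adhesion genes themselves unchanged. Of the adhesion genes 13 of 17 were lower (mean -0.28, camera adjusted p = 0.0719), so a smaller fall stays open. The islet secretory genes lay at -0.06 to 0.37. The duct genes were lower in all 4 KO (median -0.48, -0.69 to -0.36, camera adjusted p = 8.72e-04, or 0.370 with an estimated correlation). A lower share of duct cells along with acinar cells therefore stays open. A larger share of non-epithelial cells would raise the markers of mesenchyme, nerve, endothelium and leukocytes, and the lowest of their 4 medians was 0.14, with Col3a1 at 2.15 ± 0.671 and Lum at 2.88 ± 0.700 (SD, n = 4). Since the lists of endothelium and leukocytes did not pass, such a share cannot be told apart from a change within the mesenchymal and neural cells. The array values cannot tell fewer acinar cells from less transcript in each, as no single-cell measure was used here. From histology at E16.5 the paper reports a smaller pancreas with fewer recognizable nascent acini.
Genes with a probe set moving the same way at both days (unadjusted p under 0.01 at each) number 71 of 18134 placed in order, and 5 of them (Cdcp1, Limd1, Lars2, Lztfl1 and 2010315B03Rik) lie in 1 window of 20 neighboring genes on chromosome 9, 34 genes from Ctnnb1, where the most on any other chromosome was 2. Shuffling which genes move gave as many in 2 orders (permutation p = 3e-04); wider windows, looked at before this width was settled on, also held 5, against 3 elsewhere, and 3 of the 4 named genes called at E14.5 lie among the 53 measured genes from Ctnnb1 to the chromosome end (Fisher's exact one-sided p = 9.41e-08). A fall of a transcript as a whole with the loss of β-catenin would lower its other probe sets too: those of Lars2 and Limd1 (2 and 1) had median log2 fold changes of 0.17 and -0.14 at E14.5, which argues against it for these 2 genes, the 4 of Lztfl1 had -0.22, with 1 of them lower at E16.5 (-0.87, limma adjusted p = 0.0233), which leaves it open, and Cdcp1 and 2010315B03Rik have no other probe set. A candidate explanation is DNA of another mouse strain linked to the floxed allele and read by single probe sets, a hypothesis found and tested on the same data. An effect of Ctnnb1 on single transcript forms stays open and was not tested.
In the 3' to 5' signal of the Gapdh, β-actin and 18S controls, KO and wildtype arrays overlapped in 5 of 6 pairs of day and control. For 18S at E16.5 all 4 KO arrays (log2 0.63 to 1.11) lay above both wildtype arrays (-0.26 and 0.52). The overlap for β-actin at E14.5 and that for Gapdh at E16.5 each rest on 1 KO array (KO_615B and KO_591D). The 3' signal of 18S itself lay above both wildtype arrays in all 4 KO at E14.5 and below both at E16.5. A difference in RNA quality therefore stays open as a source of the KO effects. Embryos of a shared sex were present in both genotypes at 2 of 2 days, which argues against sex as that source.
A single KO pancreas stood apart from the other 3 in 11 of 232 groups examined (162 of genes, 70 of list medians), where chance gives 11.6. By Dixon's gap ratio these were Pnliprp2 (0.871, KO_615A high), Sfrp1 (0.983, KO_615A low) and 2010315B03Rik (0.836, KO_615B low) at E14.5, and Hpgd (0.898, KO_541L low), Cyp2c70 (0.840, KO_591D high) and Sulf2 (0.897, KO_591D low) at E16.5. Among lists they were the Hox genes outside Hoxb (0.887, KO_540G high), liver (0.854, KO_540G high) and immediate early genes (0.846, KO_540C high) at E14.5, and Fgf signaling (0.852, KO_541J low) and Notch signaling (0.836, KO_541L low) at E16.5.
The KO effect differed between the days (log2 difference, limma adjusted p under 0.05) for Cela3b (-3.51), Cpb1 (-4.60), Zg16 (-2.87), Klk1 (-4.98), Cuzd1 (-3.36), Ctrl (-3.27), Gnmt (-3.20), Prss3 (-4.35), Prss2 (-2.23), Slc30a7 (-1.03), Rad1 (1.15) and Spata5l1 (1.38). By camera it differed for acinar enzymes (median -2.39), endocrine hormones (-0.41), duct (-0.31), cell cycle (0.47), serine and amino acid metabolism (-0.36), secretory load (-0.51) and gut and stomach (-0.056); with an estimated correlation none of the 7 passed, the lowest adjusted p being 0.416.
Lists for which the paper gives no array result as a group passed camera at E14.5 for islet secretion (0.25), mesenchyme (0.35), leukocytes (0.24), mast cells (0.10) and nerve (0.14), and at E16.5 for duct (-0.48), serine and amino acid metabolism (-0.50), secretory load (-0.60), mesenchyme (0.55) and nerve (0.48); with an estimated correlation none passed, the lowest adjusted p being 0.304.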

How the results depend on the processing

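Of the alternatives, 2 were added only after the result was seen: log2 values with all arrays pooled and no correction, and the probe set with the highest mean log2 value, which had been the rule set before the data were examined and became an alternative when the rule by name replaced it. A gene or list that changed direction counts as turned where it was past the limit before or under the alternative, and as moved where it was not. Of gene results under alternatives, 3368 stayed, 94 became stronger, 271 lost the limit, 90 moved and 12 turned; of list results, by camera's direction, 2054 stayed, 40 became stronger, 82 lost the limit, 64 moved and 0 turned, while the median changed sign in 111 of 2240, 1 of them of a list past the limit (duct between the days, 0.01 without WT_622A); of counts 118 stayed, 74 moved and 1 turned. Where no cause is named, the cause was not tested. The number of probe sets changed at E14.5, at E16.5 and between the days was 5, 1182 and 157. With a trended and robust variance it was 0, 86 and 14 (3090 at E14.5 at an unadjusted p under 0.05 in limma without it), with each day on its own 6 arrays 14 and 159, after quantile normalization 9, 71 and 6, and with array weights 30, 2380 and 580. Quantile normalization forces the narrow wildtype arrays to the spread of the KO arrays by construction. Median centring gave 3 at E14.5, and the number in the array name as a block gave 11 there (consensus correlation -0.0876). The methods' t-test gave 0 and 0 with Benjamini-Hochberg correction and 2269 and 5539 without.
No paired analysis was possible because wildtype and KO arrays share no number. The dim-probe filter was not run, since ratios hold no levels. Leaving out 1 pancreas gave 1 (WT_522B), 2 (KO_615B), 3 (WT_522C, KO_541J or KO_591C) and up to 19 (KO_615A) at E14.5. At E16.5 it gave 404 (KO_541J), 464 (WT_622A), 476 (KO_541L), 655 (WT_522B or WT_522C), 694 (WT_628G), 747 (KO_591C), 787 (KO_615B) and 2862 (KO_591D). Between the days it gave 8 (WT_522B), 10 (WT_522C), 58 (KO_541J), 66 (KO_615B), 84 (KO_591C), 88 (KO_541L), 103 (KO_615A) and 408 (KO_591D).
By the paper's criteria 157 probe sets passed, 59 after quantile normalization, 1118 without correction, 267 at the E16.5 limits on both days and 1032 with log2 values, pooled arrays and no correction; leaving out 1 pancreas gave 11 (KO_541J), 15 (KO_541L), 17 (KO_591C), 27 (KO_591D), 38 (KO_615A), 46 (KO_540C), 91 (KO_540G), 279 (WT_628G) and 332 (WT_622A). The ratio of KO spread between the days was 1.23, and 0.869 (without KO_540G) to 1.66 (without KO_591D).
Lists past the limit by camera numbered 8, 8 and 7 at E14.5, at E16.5 and between the days. With an estimated correlation there were 0, 0 and 0, and by fry 0, 4 and 0. Between the days quantile normalization gave 4. Leaving out 1 pancreas gave 7 to 13 (without KO_591D) at E16.5 and 4 (without WT_628G) to 7 between the days. The acinar enzymes had a median of -2.57 at E16.5 and -2.39 between the days, which lost the limit with an estimated correlation (adjusted p = 0.304 and 0.416) and, between the days, by fry (0.0732), while over the left-out pancreata camera gave 3.33e-32 to 9.55e-20 and 1.47e-29 to 3.40e-18. At E14.5 their median went from -0.17 (without WT_522B) to 0.11 (without WT_522C).
The choice of probe set turned the direction of some genes. With the smallest p, log2 fold changes became -2.58 (E14.5) and -1.66 (E16.5) for Lztfl1, -1.58 for Msi2, 2.64 for Cd99l2, 1.73 for Sulf2 and -0.71 for Acvr1c at E16.5. With the highest mean log2 value they became 0.20 for Klk1, 2.64 for Cd99l2 and 1.73 for Sulf2 at E16.5 and 0.27 for Lars2 at E14.5. With the mean over probe sets they became 0.96 for Cd99l2 and 1.01 for Sulf2.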

Differences from the paper's values

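The paper gives 56 fold changes that could be set beside a value here, and 27 of them differ; 22 of these no longer differ under a choice of probe set fixed before the data were examined, either the smallest p or the mean over the gene's probe sets. The other way, Mycn, Col9a1 and Iapp at E14.5 and Klk1, Fbln5 and Klhl4 at E16.5 differ only with the mean over probe sets. Values here are the fold of the mean ratio on the probe set chosen by name. A fold is taken to differ when it is over 1.5 times apart from the paper's and, if the direction is the same, the gap exceeds the SD of the 4 KO; a count differs when it is over 1.5 times apart.
Folds of decrease at E14.5 were, in the paper and here, 9 and 1.30 for Phgdh, 5.9 and 0.923 for Lztfl1, 2 and 1.18 for Onecut1, 2 and 1.05 for Msi2, 2 and 0.956 for Fmo2, 2 and 0.982 for Tmpo, 1.7 and 1.01 for Fgfr2, and 1.9 and 1.17 for Hhip. With the smallest p none of these 8 differs (8.97, 5.96, 2.05, 1.48, 2.03, 2.02, 1.64 and 1.94); with the mean over probe sets Onecut1 (1.49) does not differ and the other 7 do.
Folds of increase at E14.5 were, in the paper and here, 11.3 and 4.6 for 2 entries of Cela3b against 1.21, 8.8 and 1.05 for Myh4 (Myh8, another skeletal muscle myosin gene, was at 8.80 here), 5.8 and 1.55 for Odr4, and 4.8 and 1.07 for Hdc. With the smallest p the first Cela3b entry (9.56), Odr4 (5.83) and Hdc (4.79) do not differ, with the mean over probe sets the second Cela3b entry (5.32) does not, and Myh4 differs under both.
At E16.5 the folds of decrease were, in the paper and here, 100 and 7.37 for Zg16, 7.7 and 3.00 for Cyp2c70, 6.3 and 2.35 for Cbs, and 5.9 and 1.52 for Adhfe1, and the mean ratio was 0.07 in the paper and 1.01 here for Cul4a. With the smallest p Zg16 (82.1, with 1 KO array at the lowest value given), Cbs (6.32) and Adhfe1 (6.01) do not differ, and with the mean over probe sets these 3 do; Cyp2c70 and Cul4a have 1 probe set each and differ.
The folds of increase at E16.5 were, in the paper and here, 6.1 and 0.763 for Cd99l2, 4.9 and 1.63 for Rgs2, 3.5 and 1.09 for Xlr4c, 3.4 and 0.893 for Sulf2, 3.4 and 0.905 for Hbb-bh1, 3.3 and 2.02 for Pfn2, 3.2 and 1.10 for B3gnt5, 3.2 and 1.03 for Hand2, and 2.9 and 1.58 for Sfrp1. With the smallest p Cd99l2 (6.13), Rgs2 (4.93), Sulf2 (3.44), Pfn2 (2.32), B3gnt5 (3.21), Hand2 (3.21) and Sfrp1 (2.22) do not differ, and with the mean over probe sets Sulf2 (2.43), Pfn2 (2.56), B3gnt5 (2.16) and Sfrp1 (2.05) do not; Hbb-bh1 differs under both, and Xlr4c has 1 probe set and differs.
Of the paper's counts, 486 probe sets at E14.5 stand against 1611 here at the same limits and 967 at either day against 2179. The 770 passing stand against 157 and the 645 genes against 113. The 513 at E16.5 stands against 747, which does not differ by this measure. Without WT_622A (1272) or WT_628G (1264) the E16.5 count does differ. With a KO array left out fewer arrays had to meet the limits. That count could then only rise (796 to 2377) and does not bear on the difference. Without the Benjamini-Hochberg correction 1118 and 889 do not differ from 770 and 645, and with the E16.5 limits at both days 942 does not differ from 967. The count at E14.5 differs under every alternative fixed beforehand, such as 249 with the E16.5 limits at both days and 1402 after quantile normalization. For 770 and 645, pooled arrays (108 and 94), log2 values (110 and 82), the E16.5 limits at both days (267 and 200), quantile normalization (59 and 47) and the removal of each array in turn leave a difference.
Of the paper's statements, a decrease of N-myc at both days stands beside a Mycn log2 fold change of 0.17 at E16.5, and at E14.5 its fall did not pass (limma adjusted p = 0.406). Decreases of Ptf1a at E14.5, of Fgfr2 and Hhip and of Msi2 at E14.5 did not pass either, and Ptf1a in pancreas KO_615A was above wildtype. Cpa3, which the paper counts among the exocrine markers that are lower at E16.5, had a log2 fold change of 0.79. The statement that Ela3b was up on each of 5 probe sets stands beside 4 probe sets with the single symbol Cela3b, of which 3 had ratios of 4.59 or more at E14.5 and none passed. The increases the paper gives at E14.5 for other proteases and for hormones did not pass singly, and Prss2 was above both wildtype pancreata in 0 of 4 KO on the probe set chosen by name and in 3, 3 and 1 on its other 3. The statement that all exocrine transcripts were lower at E16.5 stands beside 26 of 27 genes lower and 18 past the limit. The rise of Hoxb4 and the fall of Acvr1c passed on 1 probe set each, both at E16.5. The greater variability at E14.5 held for KO (ratio of spread 1.23) and not for wildtype arrays, of which only the E14.5 pair share a number in their names. For KO the ratio turned to 0.869 without KO_540G. Of the genes of the paper's Tables 1 and 2, Ap1s3 and, on 1 probe set, Lztfl1 passed at E14.5. Others passed at that day under a setting fixed beforehand: Cpa3 and Cpb1 with E14.5 on its own 6 arrays, Cpa3, Npy and Col9a1 with array weights, Col9a1 after quantile normalization, and Cpa3 without KO_541L or KO_591D. By the methods' t-test without correction Col9a1, Niban1, Mycn, Rgn, Mia, Cpa3, Npy, Cpb1, G6pc2 and Iapp did too. So did Cela2a and Gcg, which are not in Tables 1 and 2. Of Tables 3 and 4, Cul4a, Rgs2, Xlr4c and Hbb-bh1 passed under no setting tried. Cyp2c70 passed with array weights and without WT_622A or KO_591D, and Fbln5 with array weights, after quantile normalization, with the mean over probe sets and without KO_541J or KO_591D. Cbs, Adhfe1, Sulf2, Pfn2, B3gnt5, Hand2 and Sfrp1 passed with the smallest p and with the mean over probe sets. Hoxb4 passed with both of these too, and Acvr1c with the smallest p.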

Other observations

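Vil1, an actin-bundling protein of brush borders, fell to 0.429 ± 0.0770 (SD, n = 4) in the KO at E16.5 and Tff2, a secreted trefoil peptide, to 0.625 ± 0.0617 (limma adjusted p = 0.00356 and 0.0160). C1qa, a complement subunit made by macrophages, fell to 0.494 ± 0.0440 while Csf1r, the macrophage growth factor receptor, rose to 2.39 ± 0.776 on 1 of its 3 probe sets (limma adjusted p = 0.00532 and 0.0383). The immediate early genes Egr2 and Egr1 rose to 2.17 ± 0.683 and 1.78 ± 0.333 and the chaperone gene Dnajb1 to 1.47 ± 0.143 on 1 of 2 probe sets (limma adjusted p = 0.0238, 0.0474 and 0.0416), genes that can also respond to dissection. All 12 measured transcription factors of endocrine cells were higher, such as Isl1 at 2.05 ± 0.857 (limma adjusted p = 0.183), with a median log2 fold change of 0.21 (camera adjusted p = 0.0741).
At E14.5 the mesenchymal gene Thbs2, a matrix protein, was at 2.71 ± 0.415 (SD, n = 4) and the skeletal muscle myosin gene Myh8 at 8.80 ± 5.88 (limma adjusted p = 0.401 and 0.380).
Ap1s3, Farsb and Slc16a14, among the first genes at E14.5, lie on chromosome 1, and whether they are neighbors by more than chance was not tested. The 18S control probe set was at log2 values of 0.43 to 1.47 in the E14.5 KO arrays against -0.30 and 0.25 in wildtype, and the other way at E16.5, with -1.06 to -0.47 in KO against 0.28 and -0.34 in wildtype. The Gapdh control differed between the 2 wildtype arrays of E16.5 (0.56 and -0.94).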
